# Effect of Chronic Valproic Acid Treatment on Hepatic Gene Expression Profile in *Wfs1* Knockout Mouse

**DOI:** 10.1155/2014/349525

**Published:** 2014-04-01

**Authors:** Marite Punapart, Mall Eltermaa, Julia Oflijan, Silva Sütt, Anne Must, Sulev Kõks, Leonard C. Schalkwyk, Catherine Fernandes, Eero Vasar, Ursel Soomets, Anton Terasmaa

## Abstract

Valproic acid (VPA) is a widely used anticonvulsant and mood-stabilizing drug whose use is often associated with drug-induced weight gain. Treatment with VPA has been shown to upregulate *Wfs1* expression *in vitro*. Aim of the present study was to compare the effect of chronic VPA treatment in wild type (WT) and *Wfs1* knockout (KO) mice on hepatic gene expression profile. Wild type, *Wfs1* heterozygous, and homozygous mice were treated with VPA for three months (300 mg/kg i.p. daily) and gene expression profiles in liver were evaluated using Affymetrix Mouse GeneChip 1.0 ST array. We identified 42 genes affected by *Wfs1* genotype, 10 genes regulated by VPA treatment, and 9 genes whose regulation by VPA was dependent on genotype. Among the genes that were regulated differentially by VPA depending on genotype was peroxisome proliferator-activated receptor delta (*Ppard*), whose expression was upregulated in response to VPA treatment in WT, but not in *Wfs1* KO mice. Thus, regulation of *Ppard* by VPA is dependent on *Wfs1* genotype.

## 1. Introduction

Valproic acid (VPA) is a widely used mood stabilizer and anticonvulsant [1]. In addition to VPA's effect of alleviating mania in the treatment of bipolar disorder (BD) there are several secondary metabolic side effects associated with VPA treatment, namely, a higher risk of developing insulin resistance and weight gain [2]. Weight gain has been reported nearly in half of the patients using VPA as a treatment [3]. In the case of BD patients, drug-induced weight gain is particularly noteworthy since overweight and several other metabolic disturbances are more common among people with BD compared to the general population [4]. The mechanism of VPA treatment-induced weight gain is unknown.

Impaired endoplasmic reticulum (ER) stress response was proposed to be associated with BD [5]. X box binding protein (XBP1) is a transcription factor of the ER stress response pathway. A mutation in this gene (−116C/G) is associated with bipolar disorder in the Japanese population [6] and* XBP1* expression is reduced in patients with BD [7, 8]. Wolframin* (WFS1) *is one of the genes that is induced in response to ER stress via XBP1 [9]. It has been shown that mood stabilizers lithium and VPA facilitate the ER stress response [10] and VPA induces* WFS1* expression* in vitro* [11]. VPA has also been shown to regulate the expression of other members of the ER stress pathway* in vitro* [12, 13] and* in vivo* [14].

Wfs1 is a 890 amino acid long transmembrane protein located in the ER. Lack of WFS1 function results in impaired ER stress response and apoptosis [9, 15–17]. Homozygous mutations in the* WFS1* gene result in a rare disease—Wolfram syndrome that is characterized by early-onset* diabetes mellitus*, progressive optic atrophy,* diabetes insipidus*, and deafness [18, 19]. The frequency of heterozygous carriers of mutations in the* WFS1* gene is remarkably high—1% of the general population [20] and heterozygosity for the* WFS1* mutations has been reported to be a significant risk factor for psychiatric illnesses [20, 21]. Mutations in the* WFS1* gene have been reported in patients with bipolar disorder, major depression, schizophrenia, and suicide victims without Wolfram syndrome [18, 19, 22–31]. There are conflicting reports on the connection between the* WFS1* gene and bipolar disorder. Kato et al. found no association of* WFS1* polymorphisms and expression level in postmortem tissue of Japanese BD patients [32], and similar results were found in another study in Japanese patients [27]. Nevertheless, a recent meta-analysis of genome-wide expression studies on BD revealed* WFS1* to be significantly correlated with BD in the prefrontal cortex [33].* Wfs1* KO mice were suggested as a possible animal model of BD [34]. We therefore hypothesize that the lack of Wfs1 function in* Wfs1* KO mice mimics to a certain extent the aberrant ER stress response observed in some patients with BD.

*Wfs1* KO mice exhibit impaired glucose tolerance and they are significantly smaller than their wild type littermates despite elevated growth hormone (GH) and insulin-like growth factor (IGF-1) levels [35]. In our previous study we found that acute treatment with valproic acid normalizes glucose tolerance in* Wfs1* mutant mice [36]. This effect of VPA was not mediated via increased insulin secretion, since the effect of VPA was also observed in mice with streptozotocin-induced type 1 diabetes. Thus, acute VPA treatment mimics and potentiates the effect of insulin in diabetic mice [36]. This study was conceived to investigate the effect of chronic administration of VPA on glucose tolerance and also on the gene expression in a metabolically relevant tissue. The liver was chosen as this organ plays an important role in the effect of insulin on the regulation of glucose metabolism, and also the expression level of* Wfs1* is substantial in the liver [37].

As male* Wfs1* KO mice exhibit stronger phenotype than female mice and* Wfs1* KO mice are smaller than wild type littermates the study was done on male young mice and a three-month long treatment was chosen to evaluate the possible effect of chronic VPA treatment on the growth of* Wfs1* mutant mice.

By comparing drug-induced changes of gene expression in wild type and* Wfs1* KO mice we hoped to find the genes that are potentially involved in the VPA treatment-induced metabolic alterations seen in BD patients.

## 2. Materials and Methods

### 2.1. Animals

Mice were housed under standard laboratory conditions on a 12 h light/dark cycle (lights on at 07:00 AM) with free access to regular chow diet (R70 Lantmännen, Sweden) and water. All animal experiments in this study were performed in accordance with the European Communities Directive (86/609/EEC) and a permit (number 39, October 7, 2005) from the Estonian National Board of Animal Experiments. Male wild type and* Wfs1* mutant mice were used throughout this study; they were 4 to 6 weeks old at the beginning of the experiment. Mice were treated for three months with valproic acid (VPA, Sigma Aldrich, 300 mg/kg i.p. daily) or vehicle (0.9% saline 10 mL/kg i.p. daily). Dose of VPA for chronic study was chosen as described previously [14]. A glucose tolerance test (2 g/kg i.p.) was performed 24 hours after the last VPA injection and mice were killed 24 hours after the glucose tolerance test. The liver was dissected out, snap frozen in liquid nitrogen, and stored at −80°C until further analysis. Mice were 16 to 18 weeks old when killed. Each experimental group consisted of 8 animals. Generation of* Wfs1* mutant mice was described previously [35].

### 2.2. Glucose Tolerance Test

Mice were kept in their home cages with free access to food and water. Food was removed 60 minutes prior to the experiment. Basal levels of blood glucose were determined from the tail vein; thereafter mice were injected with glucose (2 g/kg, i.p.) and blood glucose levels were determined using a hand held glucose meter (Accu-Check Go, Roche, Mannheim, Germany) at 30, 60, and 90 minutes following glucose injection.

### 2.3. Preparation of RNA and Microarray Hybridization

Total liver RNA was extracted using Trizol reagent (Ambion, Life Technologies). Integrity of total RNA was evaluated using the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA) and was within RNA integrity number (RIN) 7 to 9 and thus considered suitable for further processing. 300 nanograms of total RNA were processed to produce fragmented biotin-labeled cRNA using the Ambion WT expression kit according to manufacturer's instructions. Samples were hybridized Affymetrix GeneChip Mouse Gene 1.0 ST arrays and quantified. Images were processed and cell intensity files (CEL files) were generated in the GeneChip Command Console Software (Affymetrix). CEL files were processed using Expression Console v.1.1.2800.28061 to yield RMA summarized Log2 transformed expression values for probesets (CHP files). Normalized expression data (CHP files) were analysed using ANOVA in R (genotype x treatment) using R package Bioconductor. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [38] and are accessible through GEO Series accession number GSE55143 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE55143).

### 2.4. Microarray Data Analysis

Raw data from gene chips were processed with the RMA method, which involves quantile normalization. Two-way ANOVA was performed on the normalized expression data using R software. A gene list was created that contained probesets with *P* < 0.001 for genotype effects. Only genes showing significantly different changes greater than 2-fold were considered for effect of genotype. For the effect of VPA treatment a *P* value of 0.001 was used as a cutoff. Given the small number of genes for which genotype-treatment interaction was established, a *P* value of 0.003 was used as a cutoff.

Differently expressed genes were annotated to find the molecular function using the web-based international database Mouse Genome Informatics Gene Ontology (MGI GO) that includes genetic, biological, and genomic information of laboratory mouse and also the UniProt Knowledgebase (UniProtKB/Swiss-Prot) that holds the functional information of known proteins.

### 2.5. Gene Expression Studies with qRT-PCR Analysis

For confirming differences in expression of genes of interest found on gene chip, quantitative real-time PCR (qRT-PCR) analysis was used. For that purpose, the ABI PRISM 7900HT Fast Real-Time PCR System equipment (PE Applied Biosystems, USA) and the ABI PRISM 7900 SDS 2.2.2 Software were used. In all gene expression experiments, cytoplasmic *β*-actin (*Actb*) (VIC/MGB Probe, Primer Limited) was used as the endogenous reference gene (PE Applied Biosystems, USA), All reactions were performed using the TaqMan Gene Expression Master Mix (PE Applied Biosystems, USA) and the TaqMan Gene Expression Assays (FAM) according to the instructions of the equipment and reagent manufacturers. All samples to be compared were run in the same experiment and every reaction was run in quadruplicate. The amount of the target gene was compared to the housekeeper gene by means of the 2^−ΔCT^ method [39]. The following TaqMan Gene Expression Assays (FAM) were used: Ppard (Mm00803184_m1); Fmo2 (Mm0049019_m1); Sult3a1 (Mm00491057_m1); Lepr (Mm0040181_m1); Wfs1 (Mm01220326_m1).

### 2.6. Statistics

Data are presented as means ± SEM and were compared by two-way analysis of variance (ANOVA, treatment and genotype as the independent factors) followed by Tukey's post hoc test. A *P* value of <0.05 was considered statistically significant. Statistical analysis was performed using STATISTICA version 9 (StatSoft Ltd., Bedford, UK) and GraphPad Prism version 5 software (GraphPad Software Inc., San Diego, CA, USA).

## 3. Results

### 3.1. Description of* Wfs1* KO mice

To determine the effect of VPA treatment on growth, the weight of WT,* Wfs1* HZ, and* Wfs1* KO mice was recorded weekly for 14 weeks. At the age of 16 weeks, homozygous* Wfs1* KO mice had a remarkably lower mean body weight than wild type (WT) or heterozygous (HZ) mice (*F*(2,35) = 7.97; *P* = 0.0014) (Figure 1). There were noticeably different growth rates between the genotypes starting from 8th to 9th week of age, when the growth of* Wfs1* KO was retarded, while the body weight of WT and HZ continued to increase (*F*(24, 420) = 9.65; *P* < 0.000001). Chronic administration of VPA for 3 months had no effect on growth regardless of genotype, confirmed by Tukey**'**s HSD (*F*(1, 35) = 1.43; *P* = 0.2393).

### 3.2. Glucose Tolerance Test after Chronic VPA Treatment

Basal blood glucose levels of saline treated mice were slightly but significantly elevated in the KO group as compared to the WT or HZ group (*F*(2,21) = 10.03; *P* = 0.00088). Administration of glucose (2 g/kg i.p.) induced a rise in blood glucose levels with a peak at 30 min following glucose administration in all genotypes (Figure 2(a)); this increase was the highest in* Wfs1* KO mice (*F*(2,21) = 75.71; *P* = 0.000001). Tukey's HSD test confirmed peak blood glucose levels of the KO group being significantly higher compared to the WT or HZ group (*P* = 0.00014); also blood glucose levels in the homozygous group were higher than in WT (*P* = 0.026).

Chronic administration of VPA had no effect on the basal blood glucose levels regardless of genotype (*F*(1,43) = 0.52; *P* = 0.475) but resulted in an increase of peak blood glucose concentration at 30 min in WT but not in* Wfs1* HZ or KO mice (*F*(1,43) = 17.31; *P* = 0.00015). Tukey's HSD test confirmed peak blood glucose levels of VPA treated WT mice being significantly higher than in saline treated WT mice (*P* = 0.0014). VPA had no effect on peak blood glucose concentration in* Wfs1* KO or HZ mice. However, there was no statistically significant effect of VPA treatment-genotype interaction (*F*(2,43) = 2.867; *P* = 0.0677).

*Wfs1* KO mice had largest area under the curve (AUC) of IPGTT test (*F*(2,43) = 52.81; *P* = 0.000001), Tukey's HSD test confirmed* Wfs1* KO mice having greater AUC than WT (*P* = 0.00014) or HZ mice (*P* = 0.00068). There was no difference of AUC values between WT and* Wfs1* HZ group. Chronic administration of VPA resulted in an increase of AUC (*F*(1,43) = 14.16; *P* = 0.0005); Tukey's HSD test confirmed VPA treated* Wfs1* KO mice having greater AUC than saline treated* Wfs1* KO mice (*P* = 0.025). Chronic treatment with VPA had no effect on AUC values in WT (*P* = 0.099) and* Wfs1* HZ mice (*P* = 0.99).

### 3.3. Hepatic Gene Transcription Profile

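Liver RNA of 48 male mice was measured with 1 array per mouse, in 6 groups of 8 mice. WT, HZ and KO mice, the last lacking functional wolframin, a membrane protein of the endoplasmic reticulum encoded by Wfs1, had received VPA at 300 mg/kg or saline at 10 mL/kg each day for 3 months and were killed 48 hours after the last injection. The authors processed the arrays by RMA in Affymetrix Expression Console 1.1.2800.28061, which corrects for background, gives all arrays the same distribution of probe values and summarizes the probes of a probeset as a value on the log2 scale. The deposited log2 values of 35556 probesets were analysed with limma 3.58.1. A mean was fitted for each of the 6 groups, with 42 residual degrees of freedom, and p-values were two-sided and adjusted over all probesets by the Benjamini-Hochberg method. KO and HZ mice were compared with WT mice as the mean over saline and VPA mice, VPA was compared with saline as the mean over the 3 genotypes, and the interaction tested whether the VPA effect differed among the 3 genotypes. Probesets were counted at an adjusted p under 0.05, and also at the thresholds of the study, which are unadjusted. Those are p under 0.001 with a change of more than 2-fold for genotype, p under 0.001 for VPA and p under 0.003 for the interaction. In the annotation used here, 21789 probesets carried 1 gene symbol, 1621 carried several and 12146 carried none. Differences are given on the log2 scale with their standard error (SE), and the number of arrays limits their precision.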

Total RNA was extracted from the liver of male mice and analysed using the Affymetrix GeneChip Mouse Gene 1.0 ST Array. Quality of microarray hybridization and distribution of raw signal intensity across microarray chips was uniform across 48 samples (data not shown).

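After RMA, the median of the values of an array lay between 6.90 and 7.03 in all 48 arrays. Pearson correlations between pairs of arrays across probesets ran from 0.971 to 0.994. Their mean was 0.987 within groups and 0.985 between groups, and no 2 arrays were identical. The first principal component held 16.6% of the variance.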

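Wfs1 (probeset 10529605) lies on chromosome 5 of GRCm38 from 36966104 to 36988982. Its log2 value in saline mice was 8.43 ± 0.10 in WT, 8.31 ± 0.11 in HZ and 8.28 ± 0.12 in KO mice (SD, n = 8 each). In VPA mice it was 8.48 ± 0.31 in WT, 8.48 ± 0.25 in HZ and 8.34 ± 0.21 in KO mice (SD, n = 8 each). The difference between KO and WT mice was -0.15 (SE 0.07, adjusted p = 0.320 from limma), with 14 of 16 KO mice below the WT mean of their treatment. Within saline mice it was -0.16 (two-sided exact permutation test, p = 0.0154, and 0.123 when adjusted over the 8 comparisons made for each gene). VPA changed Wfs1 by 0.09 (SE 0.06, adjusted p = 0.308), which did not pass the test. The probeset value summarizes all its probes, and single exons were not analysed here.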

We did not see a decrease in expression of* Wfs1* gene in* Wfs1* KO mice using gene chip array. Affymetrix GeneChip Mouse Gene 1.0 ST Array has a probe for every exon of the gene. Our* Wfs1* mutant mouse was created by invalidating just two exons (7 and 8) of the* Wfs1* gene; the remaining six exons of this gene are intact in* Wfs1* KO mice. Thus, we did not detect decreased expression levels of* Wfs1* gene in* Wfs1* KO mice using these arrays. However, exon specific analysis revealed lower expression of exons 7 and 8 of* Wfs1* gene in* Wfs1* KO mice (data not shown).

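Abhd1 (probeset 10520622), which encodes a hydrolase, rose by 2.19 in KO mice (SE 0.11, adjusted p = 5.7e-19 from limma), and all 16 KO mice lay above the WT mean of their treatment. It also rose by 1.53 in HZ mice (SE 0.11, adjusted p = 6.1e-13), of which HZ VPA replicate 7, at a log2 value of 8.86, lay within the range of the WT mice (highest 9.12), and the difference was 1.63 without that mouse. The gene lies on chromosome 5 of GRCm38 from 30950066 to 30955095, 92 measured genes from Wfs1. C6, a component of the complement membrane attack complex, fell by 1.92 in KO mice (SE 0.23, adjusted p = 6.1e-07, below in 16 of 16). Of 20 measured genes of the circadian clock, listed before the data were examined as were the other lists of genes, 10 rose and 2 fell in KO mice (12 and 3 when adjusted over the list alone). Within saline mice none rose and 1 fell, and within VPA mice 6 rose and 2 fell, with adjusted p = 0.191 and adjusted p = 0.00258 from camera with an estimated correlation, while the difference between the treatments did not pass (adjusted p = 0.361 with an estimated correlation). Among the clock genes the repressors Per1 and Per3 rose by 1.17 and 1.07, and the activator Clock fell by 0.48 in 16 of 16 mice. The list passed limma's camera test (adjusted p = 3.4e-08, and adjusted p = 0.0106 with an estimated correlation between genes). In KO against WT mice 1046 probesets passed, 488 higher and 558 lower, and 4839 had an unadjusted p under 0.05. With only WT and KO arrays fitted, 689 passed, and with an index of clock phase per mouse as a covariate, chosen after seeing the data, 290 (394 without Clock in the index). In HZ against WT mice only the probeset of Abhd1 passed, while 1919 had an unadjusted p under 0.05. This count of 1 became 5 without WT VPA replicate 7, 4 without HZ saline replicate 2 and 3 without KO VPA replicate 3.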

We identified large number of genes that are differentially expressed depending on* Wfs1 *genotype. There were 23 upregulated and 19 downregulated genes in* Wfs1* KO mice as compared to WT mice (Table 1). 

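Mt1, which encodes a metallothionein that binds zinc, rose by 1.46 in KO mice (SE 0.26, adjusted p = 0.00036, above the WT mean in 16 of 16 mice), a call that was lost with an index of clock phase per mouse as a covariate (0.99), chosen after seeing the data. Nat8, an acetyltransferase of cysteine conjugates, fell by 1.62 (SE 0.19, adjusted p = 2.8e-07, below in 16 of 16). Genes of the liver that are more highly expressed in male mice fell. The 13 measured in Table 1 all fell, among them the urinary pheromone carrier Mup21 by 1.56, and of 16 outside Table 1 14 fell and none rose (15 when adjusted over the list alone). These included the growth factor receptor Egfr, which fell by 0.87, and the adipokine Serpina12, which fell by 1.16. Genes more highly expressed in female mice rose. The 8 measured in Table 1 all rose, and of 15 outside it 9 rose and none fell (12 when adjusted over the list alone), among them the peroxisomal transporter Abcd2 by 1.23 and the transcription factor Tox by 0.72. Outside Table 1 both lists passed camera with an estimated correlation (adjusted p = 0.000239 for male and adjusted p = 0.000185 for female genes). The lists inside Table 1 were chosen by the study on these mice and are not independent evidence. All 41 probesets of Table 1 reported here passed the adjusted p, and 33 of them, 17 higher and 16 lower, passed the thresholds of the study. At those thresholds 65 probesets passed, 26 higher and 39 lower, of which 8 carried no symbol and 8 carried several.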

Ten genes were regulated by VPA treatment (Table 2) and further 9 genes showed an interaction between genotype and VPA treatment (Table 3).

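S100a10 (probeset 10493995), the light chain of an annexin complex at the cell membrane, rose with VPA by 0.41 (SE 0.07, adjusted p = 0.00010 from limma, above the saline mean of the genotype in 23 of 24 mice). Pcna (probeset 10487930), the sliding clamp of DNA replication, rose by 0.31 (SE 0.06, adjusted p = 0.00092, above in 20 of 24), with effects of 0.03 in WT (exact permutation test, p = 0.767), 0.55 in HZ and 0.36 in KO mice (adjusted p of the interaction = 0.341). Efhd2 (probeset 10518069), a calcium-binding protein of the actin cytoskeleton, fell by 0.40 (SE 0.06, adjusted p = 1.7e-05, below in 23 of 24). Outside Table 2, the clock activator Arntl (probeset 10556463) rose by 1.51 (SE 0.13, adjusted p = 5.9e-11, above in 22 of 24) and the clock output factor Dbp (probeset 10553092) fell by 1.92 (SE 0.17, below in 22 of 24). Pdk4, a kinase that holds back glucose oxidation, rose by 1.13 (SE 0.20, adjusted p = 0.00014, above in 21 of 24). Of the 20 clock genes 4 rose and 15 fell with VPA (5 and 15 when adjusted over the list alone; adjusted p = 0.0183 with an estimated correlation). Of 12 markers of Kupffer cells 7 rose and none fell (10 when adjusted over the list alone), among them Csf1r by 0.32 in 21 of 24 mice and Cd5l by 0.41 in 19 of 24. Of 9 markers of liver endothelium 4 rose and none fell (5 when adjusted over the list alone), among them Clec4g by 0.26 in 18 of 24. Camera gave adjusted p = 8.0e-07 for the Kupffer cell markers and 0.000107 for the endothelial markers, and with an estimated correlation adjusted p = 0.506 and adjusted p = 0.436. In all, 3062 probesets passed, 1425 higher and 1637 lower (1871 and 860 after median centring), among them all 10 of Table 2, and 1644 passed the threshold of the study. The count was 4663 without KO saline replicate 2, 78 when only WT and KO mice were fitted, where the calls of Efhd2 (-0.34), Pcna (0.20) and Pdk4 (0.78) were lost, and 0 with an index of clock phase per mouse as a covariate, an alternative chosen after seeing the data, under which Efhd2 and Pdk4 reversed (0.065 and -0.11). The paper proposes that genes whose change persists 48 hours after the last VPA injection may be the most relevant ones.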

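Slc30a10 (probeset 10352548), a manganese exporter, differed in its response to VPA among genotypes, with a VPA effect of 0.39 in WT, 1.21 in HZ and -0.05 in KO mice (n = 8 per group, adjusted p of the interaction = 0.00316 from limma). For the fructose transporter Slc2a5 (probeset 10510516) the effects were -0.60, -1.24 and 0.18 in the same order (adjusted p = 0.0206). For Entpd5 (probeset 10401454), a nucleotidase of the endoplasmic reticulum, they were -0.08, -0.49 and 0.31 (adjusted p = 0.00132), and for the vasopressin receptor Avpr1a (probeset 10366707) 0.48, 1.28 and 0.19 (adjusted p = 0.012). The clock gene Per3 had effects of -1.34, -2.40 and -0.33 (adjusted p = 0.012). The index of clock phase already differed between HZ and WT mice given saline (-0.96, exact permutation test, p = 0.000155), a comparison chosen after seeing the data. A larger VPA effect in HZ mice may thus rest in part on their saline group. In all, 29 probesets passed, and 362 passed the threshold of the study, which 5 of the 9 genes of Table 3 passed. Of those 9, Nr1d2 alone passed the adjusted p. By pairs of genotypes, the VPA effect differed between KO and HZ mice at 76 probesets, a comparison chosen after seeing the data. Between KO and WT mice it differed at 0 probesets in limma and between HZ and WT mice at 0, with 974 and 2754 at an unadjusted p under 0.05. The count of 29 became 0 when only WT and KO mice were fitted, and 0 with the index of clock phase as a covariate, chosen after seeing the data. It was 15, 17, 19 and 44 without HZ saline replicates 4, 5, 6 and 1, 19 and 17 without HZ VPA replicates 1 and 4, and 17, 49 and 52 without KO saline replicates 5, 2 and 8.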

### 3.4. Confirmation of Selected Hits by qRT-PCR

The change in expression levels of selected genes (*Sult3a1*,* Fmo2*,* Lepr,* and* Ppard*) was verified with qRT-PCR technique (Figure 3). qRT-PCR data showed similar expression levels as Affymetrix gene chip analysis (Figure 3).

The expression level of* Ppard* was elevated by VPA treatment (*F*(1,42) = 52.5; *P* < 0.000001), and the effect was dependent on genotype (*F*(2,42) = 8.66; *P* = 0.0007) as revealed by Affymetrix GeneChip data (Figure 3(a)). 

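Ppard (probeset 10443332) encodes a nuclear receptor of fatty acid oxidation and lies on chromosome 17 of GRCm38 from 28232754 to 28301469. With the 3 genotypes averaged, Ppard rose with VPA by 0.65 (SE 0.09, adjusted p = 1.54e-06 from limma), and 20 of 24 VPA mice lay above the saline mean of their genotype. In a two-way F test without moderation of the variances, F was 52.6 with 1 and 42 degrees of freedom for VPA and 8.70 with 2 and 42 for the interaction. The adjusted p of the interaction for Ppard was 0.144 over all 35556 probesets and passed 0.05 only without WT VPA replicate 7 among the 48 arrays left out in turn, where the KO minus WT difference was -1.06. With the clock index as a covariate, chosen after seeing the data, the VPA effect on Ppard was 0.29 and no longer passed the test, with effects of 0.74 in WT (SE 0.20), 0.08 in HZ and 0.04 in KO mice.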

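The log2 value of Ppard, whose protein senses fatty acids, was 8.36 ± 0.14 in WT, 8.39 ± 0.13 in HZ and 8.46 ± 0.19 in KO mice given saline (SD, n = 8 each). In mice given VPA it was 9.45 ± 0.55 in WT, 9.08 ± 0.32 in HZ and 8.64 ± 0.31 in KO mice (SD, n = 8 each). In HZ mice Ppard rose by 0.69 (SE 0.15, adjusted p = 0.00307 from limma), and all 8 VPA mice lay above all 8 saline mice (two-sided exact permutation test, p = 0.000155, the smallest p that 8 mice against 8 allow, and 0.00124 when adjusted over the 8 comparisons). With the clock index as a covariate, chosen after seeing the data, this rise in HZ mice was 0.08. Among VPA mice Ppard was lower in KO than in WT by -0.81 (exact permutation test, p = 0.00435, adjusted 0.0116). The difference between HZ and WT mice in the VPA effect was -0.41 (adjusted p = 0.642) and between KO and HZ mice -0.51 (adjusted p = 0.365), neither of which passed the test.

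**Figure D1:**
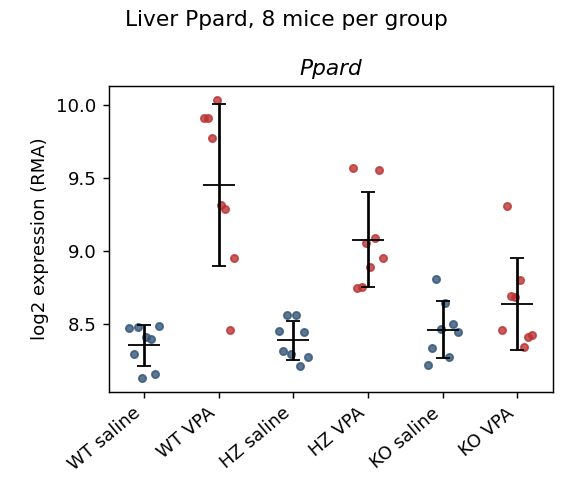
Expression of Ppard (log2, RMA) in the 6 groups, with 1 point per mouse, the mean as a bar and the SD as the error, saline in blue and VPA in red. All 8 HZ mice given VPA lie above all 8 HZ mice given saline, and the VPA and saline mice overlap in KO.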

The induction of* Ppard* expression by VPA was strongest in WT mice and lowest in* Wfs1* KO mice. Similar results were obtained also by qRT-PCR analysis for effect of VPA treatment (*F*(1,42) = 36.34; *P* < 0.0000001) and treatment-genotype interaction (*F*(2,42) = 10.8; *P* = 0.0002, Figure 3(b)).

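Lepr (probeset 10506301) encodes the receptor of the satiety hormone leptin and lies on chromosome 4 of GRCm38 from 101717137 to 101815352. In saline mice its log2 value was 8.96 ± 0.88 in KO, 6.67 ± 0.52 in WT and 6.30 ± 0.41 in HZ mice (SD, n = 8 each). Averaged over saline and VPA mice, Lepr rose by 1.75 in KO against WT mice (SE 0.25, adjusted p = 1.07e-05 from limma, above the WT mean in 16 of 16 mice), a fold change of 3.37. Within saline mice it was higher in KO than in HZ by 2.66 (SE 0.35, adjusted p = 2.70e-05), and all 8 KO mice lay above all 8 HZ mice. The saline KO mice ranged from 7.13 to 10.05, and 7 of them lay above every WT mouse given saline (exact permutation test, p = 0.000311, adjusted 0.00124 over the 8 comparisons). HZ mice did not differ detectably from WT mice in Lepr (-0.30, adjusted p = 0.990).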

Expression of* Lepr* was highly elevated in liver of* Wfs1* KO mice in comparison to WT or* Wfs1* HZ mice (*F*(2,42) = 38.8; *P* < 0.000001) as revealed by Affymetrix GeneChip data (Figure 3(c)). The effect of genotype on* Lepr* expression pattern was confirmed with qRT-PCR method (*F*(2,38) = 12.95; *P* = 0.00005, Figure 3(d)). Two-way ANOVA revealed also inhibitory effect of VPA on the expression of* Lepr* according to Affymetrix GeneChip data (*F*(1,42) = 8.5; *P* = 0.0057); however, such effect of VPA treatment was not confirmed by qRT-PCR analysis, possibly due to a large variation in* Wfs1* KO VPA group in qRT-PCR analysis (Figure 3(d)).

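VPA changed Lepr by -0.61 with the 3 genotypes averaged (SE 0.20, adjusted p = 0.0523 from limma, below the saline mean in 19 of 24 mice), which did not pass the test over all probesets. It passed when only probesets with 1 gene symbol, only probesets with a group mean of at least 5 or 1 probeset per gene were tested. It also passed without WT saline replicate 2 or 3, WT VPA replicate 7, KO saline replicate 1 or 7, or KO VPA replicate 4 or 5, with differences between -0.62 and -0.71. In KO mice, whose Lepr with VPA was 7.60 ± 1.36 (SD, n = 8), the difference was -1.36 (exact permutation test, p = 0.0359, and 0.0718 when adjusted over the 8 comparisons), with 4 of 8 VPA mice below every saline mouse. In WT mice the difference in Lepr was -0.30 (exact permutation test, p = 0.191) and in HZ mice -0.16 (exact permutation test, p = 0.363). The interaction for Lepr had an adjusted p of 0.601. KO mice given VPA were above WT mice given VPA by 1.23 (exact permutation test, p = 0.00435, adjusted 0.0116).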

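Sult3a1 (probeset 10362464) encodes a sulfotransferase that is typical of female mouse liver and lies on chromosome 10 of GRCm38 from 33851020 to 33879475. Sult3a1 rose by 4.19 in KO against WT mice (SE 0.67, adjusted p = 7.18e-05 from limma, above the WT mean of the treatment in 16 of 16 mice), a fold change of 18.3. This fold is not a measured ratio, since the WT mice lie below a log2 value of 5, under which a group counts as dim here. Its log2 value in saline mice was 8.09 ± 3.45 in KO, 3.37 ± 0.13 in WT and 3.57 ± 0.28 in HZ mice (SD, n = 8 each). The saline KO mice ranged from 3.47 to 12.17 while the highest WT mouse was at 3.63, and the KO minus WT difference in saline was 4.72 (exact permutation test, p = 0.000311, adjusted 0.00249 over the 8 comparisons). KO mice were above HZ mice in saline by 4.52 (adjusted p = 0.00448, exact permutation test p = 0.00218). HZ mice as a whole did not differ detectably from WT mice in Sult3a1 (0.30, adjusted p = 0.999), while among VPA mice they were above WT mice by 0.40 (exact permutation test, p = 0.00249, adjusted 0.00497), with 1 of 8 HZ mice above every WT mouse. Without that mouse, HZ VPA replicate 6, the difference was 0.21 (exact permutation test, p = 0.00528, chosen after seeing the data), and both groups are dim.

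**Figure D2:**
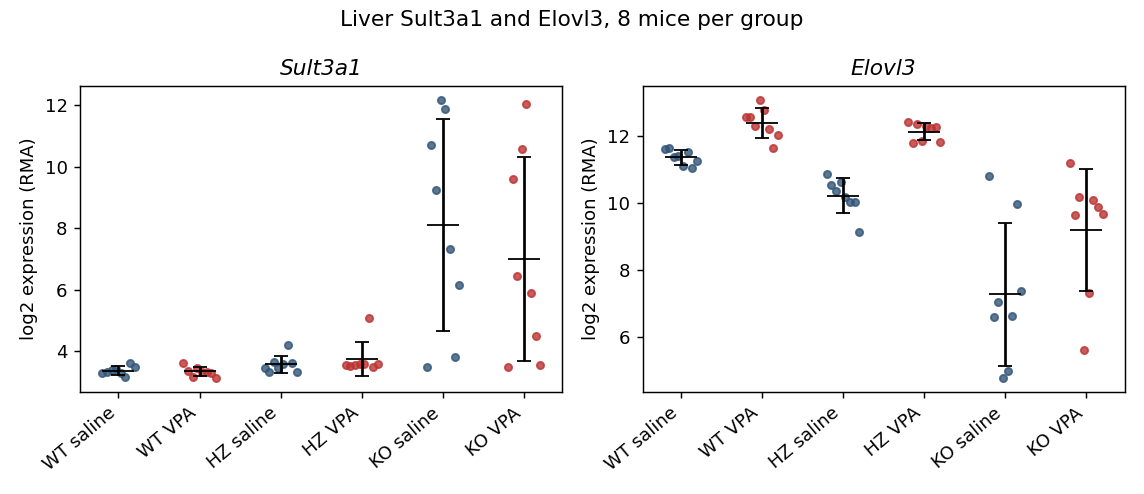
Expression of Sult3a1 and Elovl3 (log2, RMA) in the 6 groups, with 1 point per mouse, the mean as a bar and the SD as the error, saline in blue and VPA in red. The KO mice spread over most of the range of each gene, from 3.47 to 12.17 for Sult3a1 in saline.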

Expression level of* Sult3a1* in liver of male* Wfs1* KO mice was much higher than in male* Wfs1* HZ or male WT mice (*F*(2,42) = 22.5; *P* < 0.00001) as revealed by Affymetrix gene chip, such finding was confirmed by qRT-PCR analysis (*F*(2,37) = 6.34; *P* = 0.004). In fact, the expression level of* Sult3a1* in WT mice was below detection limit by qRT-PCR method. 

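Between VPA and saline mice Sult3a1, which sulfates amines, differed by -0.31 with the 3 genotypes averaged (SE 0.55, adjusted p = 0.751 from limma), with 15 of 24 VPA mice below the saline mean. In KO mice the difference was -1.09, from 8.09 to 7.00 ± 3.31 (SD, n = 8; exact permutation test, p = 0.518). In WT mice it was -0.03 (exact permutation test, p = 0.714) and in HZ mice 0.17 (exact permutation test, p = 0.527). The interaction for Sult3a1 had an adjusted p of 0.911. With an SD above 3 in each KO group, changes of several-fold in Sult3a1 would not be detectable with 8 mice per group.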

VPA treatment had no effect on expression level of* Sult3a1 *(Figures 3(e) and 3(f)).

The expression level of* Fmo2* was dependent on genotype and VPA treatment as revealed by Affymetrix gene chip analysis (Figure 3(g)); its expression was higher in* Wfs1* KO as compared to WT mice (*F*(2,42) = 30.4; *P* < 0.000001). 

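Fmo2 (probeset 10359582) encodes a flavin monooxygenase that oxidizes drugs and lies on chromosome 1 of GRCm38 from 162874317 to 162898758. Fmo2 rose by 1.65 in KO against WT mice (SE 0.21, adjusted p = 1.72e-06 from limma, above the WT mean in 16 of 16 mice), a fold change of 3.14. In saline mice its log2 value was 9.04 ± 1.06 in KO, 8.01 ± 0.44 in HZ and 7.20 ± 0.23 in WT mice (SD, n = 8 each). The KO minus WT difference was 1.84 in saline mice and 1.47 in VPA mice, with 7 of 8 KO mice above every WT mouse in each (exact permutation test, p = 0.000311 for both, adjusted 0.000622 over the 8 comparisons). HZ mice given saline were above WT mice by 0.80 (exact permutation test, p = 0.000311; adjusted p = 0.302 over all probesets), and over both treatments the HZ difference of 0.45 did not pass (adjusted p = 0.900).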

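VPA lowered Fmo2, an NADPH-dependent monooxygenase, by -0.72 with the 3 genotypes averaged (SE 0.17, adjusted p = 0.00599 from limma), and 22 of 24 VPA mice lay below the saline mean of their genotype. In HZ mice Fmo2 fell by 1.06 to 6.94 ± 0.20 (SD, n = 8), and all 8 VPA mice lay below all 8 saline mice (exact permutation test, p = 0.000155, adjusted 0.000622 over the 8 comparisons). In WT mice it fell by 0.37 to 6.84 ± 0.20 (exact permutation test, p = 0.0059, adjusted 0.00945; adjusted p = 0.999 over all probesets). In KO mice the difference was -0.74, to 8.30 ± 0.92 (exact permutation test, p = 0.156), which did not pass. The interaction for Fmo2 had an adjusted p of 0.805. The VPA effect on Fmo2 did not pass when only WT and KO mice were fitted (-0.55). It also did not pass with the clock index as a covariate (-0.41), an alternative chosen after seeing the data.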

The expression of* Fmo2* was inhibited by VPA treatment in all genotypes (*F*(1,42) = 16.5; *P* = 0.0002). Similar results were obtained also by qRT-PCR analysis for genotype (*F*(2,42) = 10.9; *P* = 0.001) and VPA treatment (*F*(1,42) = 5.04; *P* = 0.03, Figure 3(h)).

### 3.5. Regulation of* Wfs1* Expression by VPA

qRT-PCR analysis revealed that the expression level of* Wfs1* was elevated by VPA treatment (*F*(1,41) = 7.72; *P* = 0.0082); however, there was no interaction of treatment with* Wfs1* genotype (Figure 4(a)). As expected, the expression level of* Wfs1* was dependent on genotype (*F*(2,41) = 15.38; *P* < 0.0001); expression level of* Wfs1* in heterozygous mutant mice was reduced to 54% in comparison with wild type mice (Figure 4(a)). The expression level of* Wfs1* was compared to expression level of* Ppard* for possible interaction (expression of both genes was measured by qRT-PCR); regression coefficient of linear regression across all samples was *R* ^2^ = 0.433 (*P* < 0.0001, Figure 4(b)).

## 4. Discussion

The growth of* Wfs1* KO mice was retarded compared to WT or* Wfs1* HZ animals, confirming the results of our previous study [35]. Chronic treatment with VPA had no effect on the growth rate (Figure 1). Interestingly, the growth of* Wfs1* KO mice seems to be similar to that of WT mice until 8 weeks of age, but thereafter the growth of* Wfs1* KO mice slows down, while WT and* Wfs1* HZ mice continue to grow. The mechanism of such age dependency is not known but could be related to the sexual development of mice. We have shown that acute administration of VPA improves glucose tolerance of* Wfs1* KO and HZ mice [36], thus we wanted to evaluate the effect of chronic VPA administration in these mice. Interestingly, chronic treatment with VPA had no effect on basal blood glucose levels regardless of genotype (Figure 2). However, chronic VPA treatment resulted in increased peak glucose level during glucose tolerance test in WT mice and VPA treated* Wfs1* KO mice showed an increased area under the curve during glucose tolerance test. Therefore, chronic VPA seems to impair glucose tolerance of* Wfs1* KO mice, contrary to its acute effect.

We identified a number of genes that are differentially expressed depending on* Wfs1* genotype; a few of them are regulated by VPA treatment. Animals were sacrificed 48 hours after last administration of valproic acid and it is possible that drug treatment effects are normalized during that time. Therefore, the genes showing persistent alteration might be the most relevant ones. We identified 23 upregulated and 19 downregulated genes in* Wfs1* KO mice as compared to WT mice (Table 1). Ten genes were altered by VPA treatment (Table 2) and further 9 genes showed an interaction with genotype and treatment (Table 3). The expression levels of four genes were evaluated by qRT-PCR, and the two methods gave qualitatively similar results.

Many of the genes which were dependent on the* Wfs1* genotype were functionally involved in oxidative processes, including cytochromes, proteins that participate in electron transport (*Cyp2b13*,* Cyp2a22*,* Cyp17a1*,* Cyp2c38*,* Cyp4a14, Cyp8b1*,* Cyp2u1*,* Cyp4a12b*, and* Cyp7b1*), but also genes for monooxygenases (*Fmo3* and* Fmo2*) and organic anion transporters (BC014805, AB056442,* Abcb1a*, and* Slco1a4*). 

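Of the 9 named cytochromes 5 rose and 4 fell in KO mice (5 and 4 when adjusted over the list alone). Cyp2b13 (chromosome 7 of GRCm38, 26061388 to 26096197), a hydroxylase typical of female liver, rose by 3.53 (SE 0.59, adjusted p = 0.00014 from limma, above the WT mean in 14 of 16 mice), against WT groups below a log2 value of 5, so that this is not a measured ratio. Cyp2a22, which oxidizes small foreign compounds, rose by 2.85 (SE 0.38, adjusted p = 5.1e-06, above in 15 of 16). Cyp17a1 of steroid synthesis rose by 1.58, Cyp2c38 by 1.15 and the fatty acid hydroxylase Cyp4a14 by 0.99. Cyp7b1, an oxysterol hydroxylase, fell by 2.04 (SE 0.25, adjusted p = 8.2e-07, below in 16 of 16) and Cyp8b1, which sets the share of cholic acid in bile, fell by 0.87 (SE 0.12, adjusted p = 7.8e-06, below in 16 of 16). Cyp2u1 fell by 1.09 and Cyp4a12b, a fatty acid hydroxylase of male liver, by 2.10. With the clock index as a covariate, chosen after seeing the data, the calls of Cyp17a1 (1.26), Cyp4a14 (1.16) and Cyp4a12b (-2.14) were lost. The call of Cyp4a14 was kept with the index without Clock. Among the transporters, Slc22a26 (BC014805) rose by 2.97 and Slc22a27 (AB056442) by 2.60, Abcb1a by 1.02 and Slco1a4 by 1.20, the last 3 above the WT mean in 16 of 16 mice. Slco1a4, which takes up bile salts, also fell by 0.75 with VPA (SE 0.12, adjusted p = 7.4e-05, below the saline mean in 22 of 24 mice). These genes were chosen by the study on these mice, so the counts are not independent evidence, and as a list the cytochromes moved both ways (adjusted p = 0.663 from camera).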

Some of the genes that were upregulated in* Wfs1* KO mice are involved in lipid metabolism (*Hao2*,* Lepr*,* Pnpla3*,* Acot3*, and* Ppargc1a*). Also, some of the genes with decreased expression in* Wfs1* KO mice are involved in fatty acid metabolism (*Rarres1*,* Fitm1*,* Hsd3b5*, and* Elovl3*). 

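Hao2 (chromosome 3 of GRCm38, 98874519 to 98895376), a peroxisomal oxidase of hydroxy fatty acids, rose by 1.91 in KO mice (SE 0.30, adjusted p = 6.0e-05 from limma, above the WT mean in 15 of 16 mice). Acot3 (chromosome 12, 84052144 to 84060400), a peroxisomal thioesterase that frees fatty acids from coenzyme A, rose by 1.83 (SE 0.25, adjusted p = 6.8e-06, above in 16 of 16). Pnpla3 (chromosome 15, 84167776 to 84189521), a lipid droplet protein induced by feeding, rose by 1.11 (SE 0.30, adjusted p = 0.028, above in 11 of 16). The call of Pnpla3 was lost when only WT and KO mice were fitted (1.11). It was also lost without KO saline replicate 3 (0.99) or 4 (0.97), KO VPA replicate 2 (1.04), 4 (1.02) or 5 (1.04), or WT VPA replicate 6 (1.04). With Lepr and Ppargc1a, all 5 genes rose (5 when adjusted over the list alone) and passed camera (adjusted p = 2.4e-14, and adjusted p = 0.000189 with an estimated correlation), though the study chose them on these mice and they are not independent evidence.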

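Elovl3 (chromosome 19 of GRCm38, 46131897 to 46135694), an elongase of very long chain fatty acids, fell by 3.65 in KO mice (SE 0.40, adjusted p = 1.27e-07 from limma, below the WT mean in 16 of 16 mice). In saline mice Elovl3 ranged from 4.78 to 10.81 in KO, while the lowest WT mouse was at 11.03 (exact permutation test, p = 0.000155, the smallest p that 8 mice against 8 allow, and 0.000249 when adjusted over the 8 comparisons). Hsd3b5 (chromosome 3, 98618636 to 98645534), a steroid dehydrogenase of male liver, fell by 2.56 (SE 0.45, adjusted p = 0.00027, below in 14 of 16). Rarres1, induced by retinoids, fell by 1.10 (SE 0.17, adjusted p = 5.8e-05, below in 16 of 16) and Fitm1, which helps to form lipid droplets, by 1.08 (SE 0.19, adjusted p = 0.00024, below in 14 of 16). All 4 genes fell (4 when adjusted over the list alone), and as the study chose them on these mice this is not independent evidence (camera adjusted p = 7.8e-14, and adjusted p = 0.000239 with an estimated correlation). With VPA Elovl3 rose by 1.62 (SE 0.33, adjusted p = 0.00108, above the saline mean in 23 of 24 mice). In WT (1.03) and in HZ mice (1.91) all 8 VPA mice lay above all 8 saline mice in Elovl3 (exact permutation test, p = 0.000155 for each, adjusted 0.000249). In KO mice the rise of 1.93 did not pass (exact permutation test, p = 0.0758). The VPA effect on Elovl3 over the genotypes did not pass when only WT and KO mice were fitted (1.48). In saline and VPA mice the SD was 2.15 and 1.81 in KO, against 0.22 and 0.45 in WT. The VPA effect on Elovl3 also did not pass with the clock index as a covariate (1.00), an alternative chosen after seeing the data. Under that index the KO call of Hsd3b5 was lost too (-2.06), but it was kept with the index without Clock.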

Interestingly, earlier reports found* Elovl3* to be upregulated in the liver in response to subchronic [40] and single administration of VPA [41].

The main aim of this study was to identify genes for which the regulation by chronic VPA treatment is dependent on the* Wfs1* genotype. The three genes with the largest change in expression were peroxisome proliferator activator receptor delta (*Ppard*), interleukin-3 regulated nuclear factor (*Nfil3*), and nuclear receptor subfamily 1, group D, member 2 (*Nr1d2*); all of them are also linked with circadian rhythms [42].

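Nfil3 (probeset 10409278, chromosome 13 of GRCm38, 52967209 to 52982878), a transcriptional repressor in the clock, rose with VPA by 0.77 (SE 0.08, adjusted p = 8.8e-10 from limma), in 24 of 24 mice above the saline mean of the genotype. Nr1d2 (probeset 10417734, chromosome 14, 18204056 to 18239106), a nuclear receptor that represses Arntl, fell by 0.69 (SE 0.07, adjusted p = 1.1e-09, below in 21 of 24). The VPA effect on Nfil3 was 0.93 in WT, 1.13 in HZ and 0.25 in KO mice, and on Nr1d2 -0.88, -1.03 and -0.17. Among VPA mice, all 8 KO mice were below all 8 WT mice for Nfil3 and above them for Nr1d2 (exact permutation test, p = 0.000155 for each, adjusted 0.000622 and 0.000414 over the 8 comparisons). The interaction for Nr1d2 did not pass without KO saline replicate 5 (0.65) or with only WT and KO mice fitted (0.71). Nor did it pass with the clock index as a covariate (0.42, or 0.40 without Clock), chosen after seeing the data. The index is made of clock genes and Nr1d2 is linked to the clock, so that loss does not decide on the interaction. With all mice and no covariate the adjusted p of the interaction was 0.0206 for Nr1d2. For Nfil3 it was 0.0538, which passed with array weights, with 1 gene symbol, with the filter on dim probesets, with 1 probeset per gene, with the replicate number as a block, and without any 1 of several arrays. The VPA effect differed between KO and HZ mice by -0.87 for Nfil3 (SE 0.18, adjusted p = 0.0213) and by 0.86 for Nr1d2 (adjusted p = 0.0111), a comparison chosen after seeing the data.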

In WT mice, VPA treatment caused an approximately 2-fold increase in the expression of* Ppard* compared to vehicle treatment. Such VPA induced upregulation of* Ppard* was not detected in the liver of* Wfs1* KO mice. These results were verified by qRT-PCR analysis (Figures 3(a) and 3(b)). Moreover, similar effect of VPA on* Ppard* expression was observed earlier using* in vitro* bioassays in CHO and F9 cell lines, where VPA activates* Ppard* gene expression [43, 44]. Thus, this finding is in agreement with earlier studies. 

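In WT mice Ppard, a lipid-activated transcription factor, rose with VPA by 1.10 (SE 0.15, adjusted p = 4.97e-05 from limma, n = 8 per group), a fold change of 2.14. Of the 8 WT mice given VPA 7 had more Ppard than every WT mouse given saline (exact permutation test, p = 0.000622, and 0.00249 when adjusted over the 8 comparisons). The SD of Ppard in WT mice given VPA was 0.55, against 0.14 in those given saline.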

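In KO mice the difference of Ppard between VPA and saline was 0.18 (SE 0.15, adjusted p = 0.874 from limma, n = 8 per group), a fold change of 1.13. Of the 8 KO mice given VPA 1 lay above every saline mouse (exact permutation test, p = 0.196, and 0.305 when adjusted over the 8 comparisons). The VPA effect on Ppard in KO mice was lower than that in WT mice by -0.92 (SE 0.22). This difference did not pass the test over all probesets (adjusted p = 0.966), which does not show that the effects are alike. For Ppard alone, a gene the study chose on these mice, the interaction among the genotypes had an unadjusted p of 0.00069 (F test without moderation). The paper leaves open whether Wfs1 is required for the induction of Ppard by VPA or whether secondary changes in KO mice prevent it.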

Based on PPAR reporter assays, VPA is classified as a “triple ppar-alpha, -beta/delta, -gamma agonist” [45].* Ppard* regulates the expression of its target gene* Pdk1* [46]; it is noteworthy that the expression of this kinase was found to be upregulated in response to VPA treatment in the liver slices [45].

PPARs are lipid-activated nuclear receptors with several physiological functions, including control of fatty acid metabolism in different tissues [47]. There are three different subtypes of PPAR: PPAR*α*, PPAR*β*/*δ* (*PPARD*), and PPAR*γ*, each having different expression and biological activities [48]. PPAR*α* is mainly expressed in tissues with intensive *β*-oxidation such as liver, kidneys, heart, skeletal muscles, and intestine. It has been apparent from the experimental and clinical trials that PPAR*α* is important for fatty acid oxidation in the liver and heart [48]. PPAR*γ* participates in the proliferation and differentiation of adipocytes. It is mainly expressed in the fat tissue, colon, endothelial cells, and in the smooth muscle cells of blood vessels [48–50].* PPARD* is widely expressed, but its physiological roles are not as well understood as the ones of the other subtypes. PPARD participates in the skin healing process and is also important in controlling fatty acids oxidation in several tissues, for example, muscle and fat tissue [47, 51]. Recently, an intriguing role of PPARD in the regulation of hepatic lipogenic pathway and fat use by muscle was identified. Liver-specific PPARD activation increases fatty acid uptake in the muscle via regulation of circulating fatty acids [52]. In addition, PPARD activation intensifies glycolysis and the work of pentose phosphate shunt and promotes fatty acid synthesis [48, 53].

Activation of* PPARD* has beneficial effect on body weight and is proposed as treatment of type 2 diabetes [53]. Interestingly, mutations in the* PPARD* gene are associated with BD in the American population [54]; thus there might be also a direct deficit of* PPARD* in patients with BD leading to the development of metabolic syndrome. Activation of PPARD in respective patients needs to be measured to test such a hypothesis.

PPARD agonists are suggested as potential drugs in the case of overweight and problems associated with that [48, 55]. Moreover, Ppard interaction with hepatic AMPK (phospho-AMP-activated protein kinase), PGC-1*α* (PPAR*α*-PPAR*γ* coactivator), and lipin-1 refers to them as therapeutic targets in the prevention of dyslipidemia [51]. It was recently shown that Ppard agonist GW501516 prevents high fat diet associated hyperglyceridemia [56]. GW501516 also restores hepatic AMPK level, which is decreased with the over-consumption of fat, and enhances lipin-1-PGC-1*α* dependent pathway rising hepatic fatty acids oxidation [56]. 

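Ppargc1a, which encodes the transcriptional coactivator PGC-1α of energy metabolism, lies on chromosome 5 of GRCm38 from 51454249 to 52115853, 49 measured genes from Wfs1. In KO against WT mice it rose by 0.84 at probeset 10529977 (SE 0.12, adjusted p = 1.07e-05 from limma, above the WT mean in 16 of 16 mice), a fold change of 1.79. At a second probeset, 10529979, Ppargc1a rose by 0.64 (SE 0.12, adjusted p = 0.00080). Its log2 value at the first probeset was 9.15 ± 0.49 in KO and 8.16 ± 0.31 in WT mice given saline (SD, n = 8 each; exact permutation test, p = 0.000311, adjusted 0.00249 over the 8 comparisons). With VPA it was 9.01 ± 0.32 in KO and 8.32 ± 0.28 in WT mice (SD, n = 8 each). VPA changed Ppargc1a by -0.09 (adjusted p = 0.584), which did not pass.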

Remarkably,* Pparγ*c1a is one of the genes whose expression was significantly higher in* Wfs1* KO mice compared to WT mice (Table 1).

It is unknown whether* Wfs1* is required for VPA mediated induction of* Ppard* expression or lack of VPA effect in* Wfs1* KO mice is caused by some secondary changes in these mice. Chronic VPA treatment results in an increase of* Wfs1* expression (Figure 4(a)). There seems to be a correlation between the expression levels of* Wfs1* and* Ppard* (Figure 4(b)), further suggesting a regulatory link between these two genes. However, molecular studies linking* Wfs1* function with the regulation of* Ppard* are needed to definitely answer this question. Also, it would be most interesting to compare the regulation of PPARD in patients with and without VPA treatment-induced weight gain. Based on our results, we would speculate that PPARD is activated in patients without drug induced weight gain, while its activity is lower in obese patients receiving VPA.

It is hard to predict whether PPARD ligands will eventually be developed into FDA-approved drugs. Results of this study suggest that these drugs must be evaluated for possible interaction with valproic acid before use in patients.

## 5. Conclusions

GeneChip analysis showed that invalidation of the* Wfs1* gene induces changes in liver transcriptome with impact on genes involved in lipid and fatty acid metabolism. 

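Of 19 genes of fatty acid synthesis 6 rose and none fell in KO mice (14 when adjusted over the list alone). They included the elongase Elovl6, which rose by 0.56 (above the WT mean in 13 of 16 mice), the lipogenic regulator Srebf1 by 0.49 (11 of 16), Acaca, the carboxylase that makes malonyl-CoA, by 0.47 (14 of 16), and Dgat2 of triglyceride synthesis by 0.21. The list passed camera (adjusted p = 5.6e-12 from limma, and adjusted p = 0.0337 with an estimated correlation). Of 28 genes of fatty acid oxidation and targets of PPARs 5 rose and none fell (8 and 1 when adjusted over the list alone). These included the mitochondrial dehydrogenase Acadl, which rose by 0.37 in 15 of 16 mice, the thioesterase Acot4 by 0.82 and the peroxisomal enzyme Ehhadh by 0.34. For this list camera gave adjusted p = 0.0118, and adjusted p = 0.499 with an estimated correlation. Of 20 genes of cholesterol synthesis none passed over all probesets (6 lower when adjusted over the list alone; adjusted p = 0.0445, and adjusted p = 0.702 with an estimated correlation). From the array data the paper concludes that invalidation of Wfs1 changes the liver transcriptome, including genes of lipid and fatty acid metabolism.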

Expression of* Ppard* in the liver is upregulated in response to chronic treatment with valproic acid, such upregulation is absent in* Wfs1* KO mice. Importance of Ppard in the regulation of metabolic processes is well recognized; thus the role of such Wfs1-VPA interaction on the regulation of Ppard needs further investigation.

## Figures and Tables

**Figure 1:**
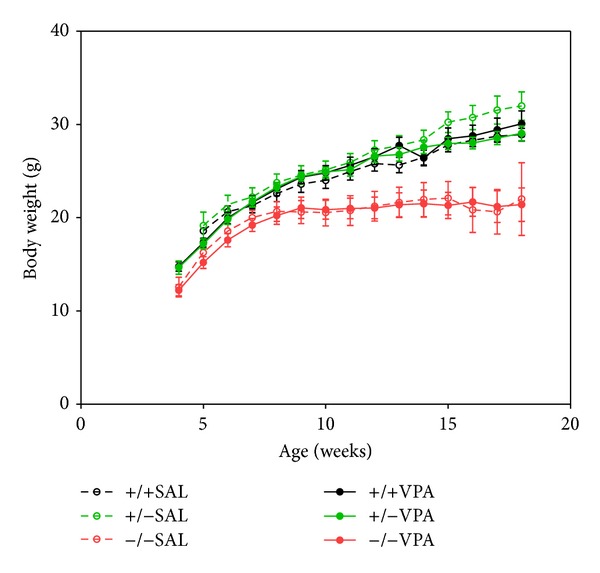
Body weight of male WT and* Wfs1* mutant mice. At the age of 16 months,* Wfs1* KO (red circles) had lower body weight than WT (black circles) or heterozygous HZ (green circles) mice (*F*(2,35) = 7.97; *P* = 0.0014). Growth rate of* Wfs1* KO mice was inhibited since 8th to 9th week of age, while the body weight of WT and HZ continued to increase (*F*(24, 420) = 9.65; *P* < 0.000001). Chronic administration of VPA for 3 months (300 mg/kg/day, i.p. solid symbols) had no effect on growth rate regardless of genotype (*F*(1, 35) = 1.43; *P* = 0.2393). Data is presented as mean ± SEM (*n* = 8).

**Figure 2:**
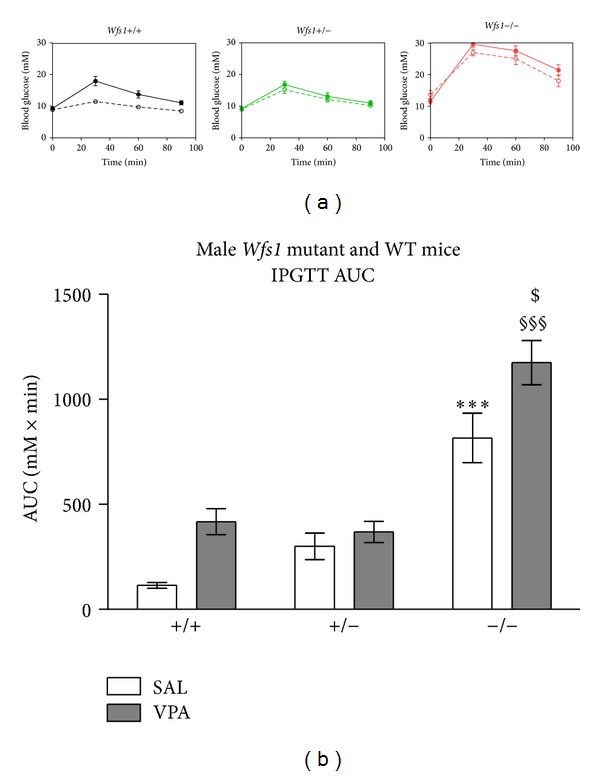
Glucose tolerance test in male WT and* Wfs1* mutant mice after 3-month VPA treatment (300 mg/kg/day). (a) Time course of blood glucose levels following glucose challenge (2 g/kg, i.p.). Blood glucose was measured from tail vein immediately before and 30, 60, and 90 minutes following glucose administration. VPA treatment (solid circles) had no effect on glucose tolerance in* Wfs1* KO or* Wfs1* HZ mice when compared to respective vehicle group (0.9% saline, 10 mL/kg, i.p., open circles). (b) Area under the curve of glucose time curves. Two-way ANOVA followed by Tukey's HSD test (***P < 0.001 versus (+/+SAL); ^§§§^ *P* < 0.001 versus (+/+VPA); ^$^ *P* < 0.05 versus (−/−SAL)). Data is presented as mean ± SEM (*n* = 8).

**Figure 3:**
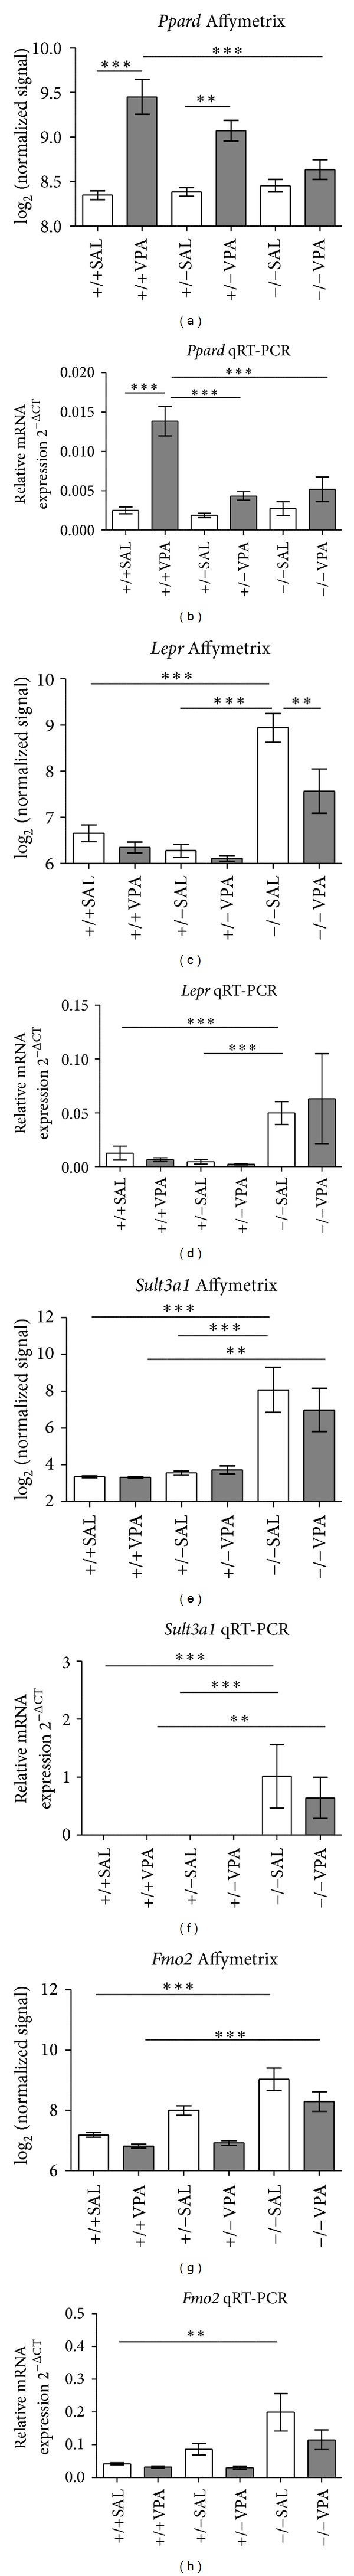
Comparison of results from Affymetrix GeneChip Mouse Gene 1.0 ST Array and qRT-PCR analysis. qRT-PCR mRNA expression is represented as the mean of quadruplicate per sample against the endogenous reference gene* ACTB*. (a) and (b) Ppard. Upregulation of* Ppard* by valproic acid (VPA) is abolished by* Wfs1* invalidation. (c) and (d) Lepr.* Lepr* is upregulated in* Wfs1* KO mice. (e) and (f) Sult3a1.* Sult3a1* expression is increased in* Wfs1* KO mice while downregulated by VPA. (g) and (h) Fmo2.* Fmo2* expression level is increased in* Wfs1* KO mice. All data are presented as means ± SEM (*n* = 8) and were compared by two-way analysis of variance (ANOVA) followed by Tukey's post hoc test (***P < 0.001, **P < 0.01).

**Figure 4:**
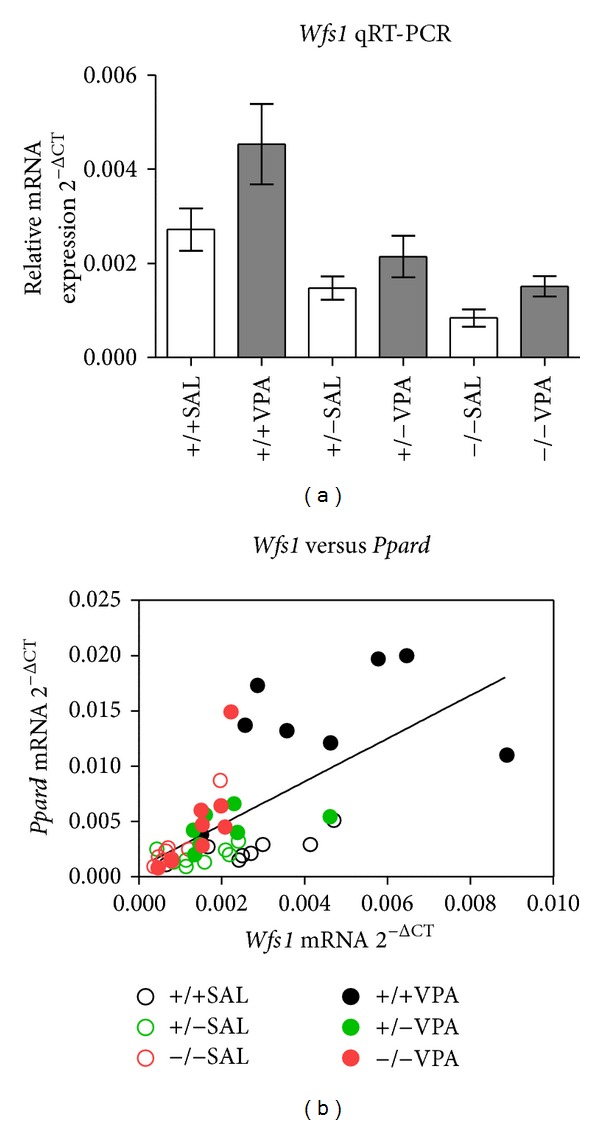
qRT-PCR analysis of* Wfs1* expression in hepatic tissue of WT and* Wfs1* mutant mice. qRT-PCR mRNA expression is represented as the mean of quadruplicate per sample against the endogenous reference gene Actb. (a) Chronic treatment with valproic acid (VPA) induces upregulation of* Wfs1* expression (*F*(1,41) = 7.72; *P* = 0.0082). Expression level of* Wfs1* follows a gene-dose relationship with* Wfs1* genotype (*F*(2,41) = 15.38; *P* < 0.0001). All data are presented as means ± SEM (*n* = 8) and were compared by two-way analysis of variance (ANOVA). (b) Relationship between the expression levels of* Wfs1* and* Ppard*, linear regression across all data points *R* ^2^ = 0.433 (*P* < 0.0001), and expression levels of* Ppard* and* Wfs1* were measured using qRT-PCR, each point corresponds to one animal.

**Table 1:** List of genes whose expression in mouse liver is regulated by *Wfs1* genotype as measured by Affymetrix GeneChip Mouse Gene 1.0 ST Array.

Probeset ID	*P* value	*Q*-value	Fold change	Gene	Gene description
**Upregulated in *Wfs1* KO mice**					
10362464	6.32*E* − 05	0.028767	131.3	Sult3a1	Sulfotransferase family 3A, member 1
10359593	4.94*E* − 06	0.008869	112.2	Fmo3	Flavin containing monooxygenase 3
10551209	3.81*E* − 04	0.055722	37.6	Cyp2b13	Cytochrome P450, family 2, subfamily b, polypeptide 13
10465726	8.82*E* − 06	0.011336	14.0	BC014805	cDNA sequence BC014805
10561162	7.93*E* − 05	0.031687	10.3	Cyp2a22	Cytochrome P450, family 2, subfamily a, polypeptide 22
10465734	3.50*E* − 06	0.008869	9.8	AB056442	cDNA sequence AB056442
10500570	1.07*E* − 04	0.035569	6.3	Hao2	Hydroxyacid oxidase 2
10506301	1.46*E* − 05	0.013481	5.2	Lepr	Leptin receptor
10425822	7.17*E* − 04	0.080582	5.0	Pnpla3	Patatin-like phospholipase domain containing 3
10520622	5.54*E* − 15	1.79*E* − 10	4.8	Abhd1	Abhydrolase domain containing 1
10468239	4.10*E* − 04	0.05785	4.4	Cyp17a1	Cytochrome P450, family 17, subfamily a, polypeptide 1
10359582	9.44*E* − 07	0.004726	4.4	Fmo2	Flavin containing monooxygenase 2
10397158	1.19*E* − 04	0.037527	3.5	Acot3	acyl-CoA thioesterase 3
10574027	7.39*E* − 04	0.081551	3.5	Mt1	Metallothionein 1
10533401	7.42*E* − 04	0.081551	2.9	Cux2	Cut-like homeobox 2
10350733	3.59*E* − 04	0.053424	2.8	Rgs16	Regulator of G-protein signaling 16
10465740	2.81*E* − 04	0.049115	2.4	Gm6192	Predicted gene 6192
10362472	2.97*E* − 04	0.050271	2.2	Rsph4a	Radial spoke head 4 homolog A (Chlamydomonas)
10467372	6.13*E* − 05	0.028301	2.1	Cyp2c38	Cytochrome P450, family 2, subfamily c, polypeptide 38
10519527	1.29*E* − 04	0.038113	2.1	Abcb1a	ATP-binding cassette, sub-family B (MDR/TAP), member 1A
10529977	3.97*E* − 06	0.008869	2.1	Ppargc1a	Peroxisome proliferative activated receptor, gamma, coactivator 1 alpha
10548996	4.56*E* − 04	0.062377	2.0	Slco1a4	Solute carrier organic anion transporter family, member 1a4
10515187	6.50*E* − 04	0.07526	2.0	Cyp4a14	Cytochrome P450, family 4, subfamily a, polypeptide 14

**Downregulated in *Wfs1* KO mice**					
10571560	1.68*E* − 04	0.03933	2.0	Mtnr1a	Melatonin receptor 1A
10597875	1.21*E* − 05	0.01261	2.0	Cyp8b1	Cytochrome P450, family 8, subfamily b, polypeptide 1
10454015	1.42*E* − 05	0.01348	2.0	Ttc39c	Tetratricopeptide repeat domain 39C
10502214	5.25*E* − 06	0.00892	2.2	Cyp2u1	Cytochrome P450, family 2, subfamily u, polypeptide 1
10498584	9.12*E* − 06	0.01133	2.4	Rarres1	Retinoic acid receptor responder (tazarotene induced) 1
10482528	2.47*E* − 05	0.01781	2.5	Neb	Nebulin
10579649	4.58*E* − 05	0.02463	2.6	Cib3	Calcium and integrin binding family member 3
10415279	2.82*E* − 05	0.01939	2.6	Fitm1	Fat storage-inducing transmembrane protein 1
10602372	2.33*E* − 06	0.00740	2.6	Alas2	Aminolevulinic acid synthase 2, erythroid
10548931	1.53*E* − 04	0.03829	2.7	Slc15a5	Solute carrier family 15, member 5
10500545	1.25*E* − 04	0.03811	2.8	Hsd3b5	Hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 5
10507152	2.10*E* − 04	0.04265	3.0	Cyp4a12b	Cytochrome P450, family 4, subfamily a, polypeptide 12B
10352439	4.13*E* − 06	0.00886	3.1	Susd4	Sushi domain containing 4
10507143	1.99*E* − 04	0.04099	3.1	Cyp4a12a	Cytochrome P450, family 4, subfamily a, polypeptide 12a
10513538	9.25*E* − 05	0.03306	3.1	Mup21	Major urinary protein 21
10545877	4.37*E* − 07	0.00353	3.5	Nat8	N-Acetyltransferase 8 (GCN5-related, putative)
10497381	3.81*E* − 07	0.00353	3.9	Cyp7b1	Cytochrome P450, family 7, subfamily b, polypeptide 1
10545874	5.38*E* − 05	0.02674	4.6	Cml5	Camello-like 5
10463551	1.06*E* − 07	0.00171	6.4	Elovl3	Elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 3

**Table 2:** List of genes whose expression in mouse liver is regulated by chronic VPA treatment as measured by Affymetrix GeneChip Mouse Gene 1.0 ST Array.

Probeset ID	*P* value	*Q*-value	Fold change	Gene symbol	Gene description
10454353	1.81*E* − 04	0.66000	1.59	S100a10	S100 calcium binding protein A10 (calpactin)
10425421	2.87*E* − 04	0.738978	1.46	Pcna	Proliferating cell nuclear antigen
10493995	1.60*E* − 04	0.660001	1.46	Fam83f	Family with sequence similarity 83, member F
10518069	9.94*E* − 04	0.754625	1.46	Efhd2	EF hand domain containing 2
10383545	3.52*E* − 04	0.754625	1.45	Pcna	Proliferating cell nuclear antigen
10487930	6.38*E* − 04	0.754625	1.36	Tbc1d19	TBC1 domain family, member 19
10461391	4.38*E* − 05	0.569567	1.35	Gpr39 // Lypd1	G protein-coupled receptor 39 // Ly6/Plaur domain containing 1
10521927	5.10*E* − 05	0.569567	1.35	E130311K13Rik	RIKEN cDNA E130311K13 gene
10349401	4.74*E* − 04	0.754625	1.30	Mocos	Molybdenum cofactor sulfurase
10498477	9.13*E* − 04	0.754625	1.26	Foxk2	Forkhead box K2

**Table 3:** List of genes whose expression in mouse liver by chronic VPA treatment is dependent on *Wfs1* genotype as measured by Affymetrix GeneChip Mouse Gene 1.0 ST Array.

Probeset ID	*P* value	*Q*-value	Fold changes	Gene symbol	Gene description
10443332	1.1*E* − 04	0.99999	2.26	Ppard	Peroxisome proliferator activator receptor delta
10409278	2.1*E* − 03	0.99999	2.17	Nfil3	Nuclear factor, interleukin 3, regulated
10417734	5.6*E* − 04	0.99999	2.03	Nr1d2	Nuclear receptor subfamily 1, group D, member 2
10514520	1.9*E* − 03	0.99999	1.58	Cyp2j9	Cytochrome P450, family 2, subfamily j, polypeptide 9
10535759	9.2*E* − 04	0.99999	1.32	Lnx2	Ligand of numb-protein X 2
10489694	1.9*E* − 03	0.99999	1.26	Zfp334	Zinc finger protein 334
10459353	1.3*E* − 03	0.99999	1.25	Fam38b	Family with sequence similarity 38, member B
10351414	1.7*E* − 03	0.99999	1.20	Aldh9a1	Aldehyde dehydrogenase 9, subfamily A1
10473690	2.1*E* − 03	0.99999	1.18	Fnbp4	Formin binding protein 4

How the deposited data were processed for this re-analysis (not part of the article)

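The liver RNA of 48 male mice was measured on the arrays named in the methods, with 1 array per mouse and 8 mice in each of the 6 groups formed by 3 genotypes and 2 treatments. Injections began at an age of 4 to 6 weeks and ended with the liver taken at 16 to 18 weeks, a day after a glucose tolerance test. The deposited values are on the log2 scale and were made by the authors with RMA, so background correction, quantile normalization and summary of the probes were done before any step described here. The values ran from 2.12 to 14.8, no array was left out and no further normalization was applied. Every sample's genotype and treatment were taken from its label. Replicate numbers were not taken to pair the mice, since neither the labels nor the paper say so and the residuals of arrays with the same number in 2 groups correlated by over 0.1 in 53 of 120 pairs, where pairing was taken to need all. They correlated by 0.055 on average, against -0.008 for other pairs, and 15 of 48 arrays were closest to one with their own number, so some sharing between arrays of 1 number is not excluded.

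Group means were fitted with limma 3.58.1 in R 4.3.3, with 1 estimate of the spread per probeset over all 48 arrays, as in the two-way analysis of the study, moderated by eBayes. Contrasts were KO against WT and HZ against WT over both treatments, KO against WT within saline and within VPA, VPA against saline over the 3 genotypes and within each, and the interaction as an F test with differences of the VPA effect between pairs of genotypes. P-values were adjusted by the Benjamini-Hochberg method over 35556 probesets. F values without moderation came from an ordinary linear model. For single genes, 2 groups were compared by two-sided exact permutation tests over all 12870 splits of 16 mice, with 8 comparisons per gene and values adjusted over those 8. The fits were tested on simulated data with changes of known size, in which 92% of probesets changed by 0.5 and 96% of those changed by 1 were recovered for KO against WT, and 42% and 94% for the interaction. Unchanged probesets called in error numbered 20 for KO against WT, 14 for VPA and 8 for the interaction. These values describe the simulated data only. Among other splits of the real mice the highest counts were 42, 20 and 811 in the same order. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

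By rule, the genes examined by name were every gene of Tables 1, 2 and 3 and every gene whose array value the text of the paper names. Added to these were the 10 probesets with the largest rise and the 10 with the largest fall in each main comparison. Those were taken from probesets with 1 symbol past the adjusted p. Members of the fixed lists that passed were added as examples of their list. Only part of these genes is printed. No values are given for Cyp2j9, Lnx2, Zfp334, Aldh9a1 and Fnbp4 of Table 3. Several of the largest changes are also left out, such as Cyp2b9 in KO mice and Chka with VPA. Of Table 1, 1 gene is not reported here. The values in the tables of the paper had been seen when the rule was set. Ppara, Pparg, Pdk1 and Xist were named after their values were seen. Probesets were joined to symbols by their identifier, 19938 genes had a probeset of their own, and the gene positions are those of GRCm38. Of 432 members of the 32 lists 386 were measured. The 17 lists of pathways cover sex-biased liver genes inside and outside Table 1, the growth hormone axis, the circadian clock, the endoplasmic reticulum stress response, PPAR targets and fatty acid oxidation, fatty acid synthesis, cholesterol synthesis, bile acids, gluconeogenesis, CAR and PXR targets, DNA replication, p53 targets, the acute phase and immediate early genes. The 12 lists of cell types cover pericentral and periportal hepatocytes, Kupffer cells, lymphocytes, neutrophils, erythroid cells, stellate cells, endothelium, cholangiocytes, pancreas, adipocytes and muscle, and 3 lists are those of the paper. A gene of a list was represented by its probeset with the highest mean. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation.

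The alternatives tried were array weights, eBayes with a trend and robust estimation, an F test without moderation, centring each array on its median, only probesets with 1 symbol, only probesets with a group mean of at least 5 (30285 probesets), 1 probeset per gene, the replicate number as a block, only the arrays of the groups compared, a stricter threshold, and leaving out each of the 48 arrays. For folds, they were means of unlogged values and folds within 1 treatment or genotype. Added after seeing the data were an index of clock phase per mouse as a covariate, with and without Clock, made from 13 clock genes signed by their peak phase, the comparison of KO with HZ mice, and means of unlogged values within saline mice or within 1 genotype. For arrays only their number limits the precision. Body weights, glucose tolerance and qRT-PCR values were not used here. Q-values were not compared.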

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

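The tests of clock phase, of Ppard against the clock, of the genes near Wfs1, of Abhd1 and Xist, and of sex-biased genes outside Table 1 were chosen only after the results they bear on had been seen, as were the comparison of KO with HZ mice and the clock comparison between saline groups. The gene lists themselves had been set before the data were examined.

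Clock genes led the response to VPA. An index of 13 clock genes rose with VPA by 1.20 in WT (exact permutation test, p = 0.000311), 2.03 in HZ (exact permutation test, p = 0.000155) and 0.45 in KO mice (exact permutation test, p = 0.0653), and it also differed between groups given saline, by -0.96 in HZ against WT mice (adjusted exact permutation p = 0.000466), a signal that the paper does not report. A difference in clock phase between saline and VPA mice, from the hour of killing or from VPA itself, may account for part of the response, since with the index as a covariate the VPA difference of the probesets that had passed was a median 0.594 times that without it, but the index is confounded with the groups and raises the standard errors by a median of 2.01 times, so the test does not decide. More Kupffer and endothelial cells, or more activity of their genes, may add to it, as 58.3% of the Kupffer cell markers rose, but that list's call was lost with an estimated correlation (adjusted p = 0.506) and clock genes are not Kupffer cell markers. For Ppard the difference between KO and WT mice in the VPA effect was 0.758 times as large with the index, -0.70 (SE 0.22) against -0.92 (SE 0.22), so a link of Ppard to the phase of each mouse and an effect of genotype cannot be told apart.

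Genes near Wfs1 passed the test of KO against WT mice more often than others. Within 100 measured genes on each side of Wfs1, 9.95% passed (20 of 201) against 3.78% elsewhere (746 of 19718; Fisher's exact test, p = 0.000101), within 50 genes 3.96% (p = 0.797) and within 200 genes 9.98% (40 genes; p = 3.94e-08). The highest other window reached 12.9% at 100 genes on each side, above the window of Wfs1, and 6.98% (28 genes) at 200, below it. Chromosomal DNA of the embryonic stem cell strain that stayed linked to the knocked-out locus may contribute, with Abhd1 and Ppargc1a within 100 genes, but the widths do not agree, since at 100 genes another window reached a higher share and at 200 none did, so this stays open. An effect of wolframin loss wherever genes lie also stays open. The ratio of the HZ to the KO difference had a median of 0.42 near Wfs1 and 0.28 elsewhere (permutation p = 0.0670), which does not show that the ratios are alike, and the bound of 0.05 for calling them alike was set after both medians had been seen.

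The genes of Table 1 with the largest changes are sex-biased, and they varied widely between KO mice. Outside Table 1, 14 male-biased genes fell, a group that the paper does not discuss, and both sex-biased lists passed with an estimated correlation (larger adjusted p = 0.000239), consistent with a general change of sex-biased expression in KO males. Some explanations are argued against. The KO mouse with the least Abhd1 lay 1.42 above the highest WT mouse, so KO mice with low Sult3a1 are unlikely to be WT mice. HZ VPA replicate 7, at 8.86 in Abhd1, however lay within the range of the WT mice (highest 9.12). Whether that mouse was mislabelled, or Abhd1 does not always follow the genotype, was not tested. The highest Xist of a KO mouse was -1.28 SD from the highest WT or HZ mouse, so female tissue is unlikely. At most 33.3% of the markers of another cell type moved one way in KO mice, 1 of 3 erythroid markers, which argues against a shift in cell types as the source of the sex-biased pattern, although the erythroid list itself passed camera (adjusted p = 0.00665, and adjusted p = 0.0337 with an estimated correlation). Of 5 KO mice with Sult3a1 at or below the highest HZ mouse, 4 lay above every HZ mouse in Abhd1, by 0.227 or more, and the median of the 5 lay above the highest HZ mouse by 1.37 within-group SD, so a mix-up with HZ mice is unlikely to account for the KO mice with low Sult3a1 as a set. It stays open for KO VPA replicate 1, which was -0.10 from the highest HZ mouse in Abhd1. In Dbp (8.97) and Arntl (8.57) this mouse lay outside the range of the HZ VPA mice. In Lepr (7.16), Elovl3 (11.18), Ppard (8.46), Nfil3 (8.14) and Nr1d2 (10.23) this mouse also lay outside that range. In Fmo2 (7.12), Wfs1 (8.42) and the clock index (0.47) it lay within that range, so its values go both ways.

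In 2 groups 1 mouse stood far from the others in Sult3a1. These were replicate 6 of the HZ saline mice at 4.19, where the next was at 3.65, and replicate 6 of the HZ VPA mice at 5.08, where the next was at 3.58. Of 36 groups tested chance gives about 1 in 20. The VPA effect differed among genotypes at 29 probesets and between KO and HZ mice at 76. In HZ mice, for which the paper gives no list of genes changed by VPA, 3726 probesets changed, 1677 higher and 2049 lower (2011 and 1192 after median centring), with 6754 under array weights and 0 with the clock index as a covariate, in which HZ mice given saline stood apart from WT mice, and 2328, 2072 and 2114 without HZ saline replicate 5, HZ VPA replicate 1 and HZ VPA replicate 4. In WT mice 25 changed (1973 at an unadjusted p under 0.05), with 77 without WT saline replicate 1 and 38 without KO VPA replicate 6, and in KO mice 4 (2547 at an unadjusted p under 0.05), with 23 without KO saline replicate 2, 8 without KO VPA replicate 5 or 7, 7 without WT VPA replicate 2, and 1 or 2 without most others.

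Of 100 splits of the mice, the real one included, only the real split gave as many calls for KO against WT mice (1046, highest other 42). The same held for the thresholds of the study (65, highest other 32), within saline (281, highest other 45) and within VPA mice (144, highest other 14). It also held for VPA (3062, highest other 20), for VPA at the threshold of the study (1644, highest other 556) and for VPA in HZ mice (3726, highest other 1220). Chance is thus unlikely for these, though 1 in 100 is the smallest share that 100 splits can show. As many calls came in 3 of 100 splits for HZ against WT mice (1, highest other 1), 3 for the interaction (29, highest other 811) and 2 for VPA in WT mice (25, highest other 70). These shares are small but were not adjusted over the results tested. For the interaction and for VPA in WT mice other splits also gave far more calls. By these counts chance is thus unlikely but not excluded. For the interaction at the threshold of the study (362, with 9 splits and highest other 1643) and for VPA in KO mice (4, with 6 splits and highest other 216) chance could not be excluded. Where other splits call several times the real count, as for the interaction at both thresholds and VPA in KO and WT mice, this points to a structure of the samples, whose nature was not tested. The numbers in the sample labels run in unbroken blocks by group, with all saline mice before all VPA mice. If they follow an order of handling, splits of the mice cannot tell its effect from that of the group.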

How the results depend on the processing

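The clock index as a covariate, with and without Clock, was chosen after the data had been seen, as were means of unlogged values within saline mice or within 1 genotype. Total counts for KO against WT mice at the thresholds of the study kept within 1.5 times their value under every alternative. All totals did so with median centring and with the F test without moderation. With median centring the count of lower probesets did not for VPA (1637 to 860, and 786 to 450 at the threshold of the study). Nor did that for VPA in HZ mice (2049 to 1192). With eBayes trend and robust estimation 2 probesets passed for VPA in KO mice. Array weights gave 133 for the interaction and 634 at the threshold of the study, 69, 6754 and 13 for VPA in WT, HZ and KO mice and 169 for KO against WT mice in saline; the cause was not tested. With fewer probesets tested, 1 gene symbol gave 4 for HZ against WT mice, 54 for the interaction and 38 for VPA in WT mice, 1 probeset per gene gave 4 and 54, and the filter on dim probesets 2 for HZ mice. The replicate number as a block gave 2 for HZ mice, 54 for the interaction and 49 for VPA in WT mice; the cause was not tested, and the numbers were not taken to pair the mice.

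With only the arrays of the compared groups, which leaves fewer samples and takes HZ mice out of the VPA and interaction contrasts, 689 probesets passed for KO against WT mice, 6 for HZ against WT, 78 for VPA and 256 at the threshold of the study, 0 for the interaction and 42 at the threshold of the study, 14 and 0 for VPA in WT and KO mice, and 19 and 63 for KO against WT mice in saline and VPA. The stricter threshold gave 478 for KO against WT mice, 1056 for VPA, 3 for the interaction and 185 at the threshold of the study, 16, 1028 and 1 for VPA in WT, HZ and KO mice, and 85 and 60 for KO against WT mice in saline and VPA. Of the lists and markers, 9 passed for KO against WT mice with an estimated correlation, against 14 with the preset one, and 1 against 9 for VPA. Within 50 genes on each side of Wfs1 3.96% passed.

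With the clock index as a covariate, and in brackets without Clock in the index, 290 (394) probesets passed for KO against WT mice, 0 (0) for VPA and 45 (54) at the threshold of the study, 0 (0) for the interaction and 136 (141) at the threshold of the study, 0 (0), 0 (0) and 1 (1) for VPA in WT, HZ and KO mice, and 3 (4) for KO against WT mice in VPA. The index is confounded with the groups, so part of this is lost power. For clock genes such as Per1 the index may also take out part of their own signal. Under it the VPA difference reversed for Efhd2 at 0.065 (0.051), Pdk4 at -0.11 (-0.11), Tubb2a at -0.0079 (-0.0067), Ciart at 0.21 (0.18) and, at a second probeset, 0.25 (0.22), Mfsd2a at 0.10 (0.10), Per1 at 0.67 (0.61) and, with Clock only, Rgs16 at 0.026, as did the interaction of Wee1 at -0.094 (-0.097).

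Leaving out each of the 48 arrays in turn, none of the 122 values of named genes reversed. The range of counts was 747 to 1261 for KO against WT mice, 57 to 76 at the thresholds of the study, 1 to 5 for HZ against WT, 2334 to 4663 for VPA, 1404 to 2068 at the threshold of the study, 15 to 52 for the interaction, 283 to 465 at the threshold of the study, and 17 to 77, 2072 to 4873 and 1 to 23 for VPA in WT, HZ and KO mice. It was 102 to 476 for KO against WT mice in saline, with 102, 154 and 476 without KO saline replicates 4, 5 and 7 and 182 without WT saline replicate 2, and 75 to 217 in VPA, with 217, 75 and 80 without KO VPA replicates 1, 4 and 5 and 85, 83 and 88 without WT VPA replicates 2, 4 and 5. Of 122 values of named genes 120 kept their direction and side of the threshold with array weights, 116 with median centring and 72 with only the compared groups. Signal over background limits dim probesets, and 30285 had a group mean of at least 5.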

Differences from the paper's values

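Means of unlogged values within saline mice and the clock index as a covariate were chosen after seeing the data, and the other alternatives named were set before the data were examined.

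Of 41 fold changes of Table 1 compared, 3 differed from those computed here. The paper's fold is 131.3 for Sult3a1, against 18.3 from mean log2 values over both treatments, where WT mice are too dim for a measured ratio. It is 5.0 for Pnpla3 and 2.9 for the probeset of Cux2, against 2.16 and 1.78. With folds within saline mice those of Pnpla3 (3.42) and Cux2 (2.16) were within the spread of the paper's and that of Sult3a1 (26.4) was not, but those of Hsd3b5 (7.42, and 2.8 in the paper) and Elovl3 (17.1, and 6.4 in the paper) then were not either, so that 3 of 41 again differed. Within VPA mice none of the 3 was, and 12 of 41 differed. With means of unlogged values Sult3a1 (106.7) and Cux2 (2.40) were and Pnpla3 (2.46) was not. With means of unlogged values within saline mice, chosen after seeing the values, all 41 folds were, among them Sult3a1 at 131.3. These make 5 versions of the folds of Table 1 that were compared with the paper's. Folds were counted as differing when they were more than 1.5 times apart and by more than the SD within groups. By this wide measure no fold of Table 2 (VPA against saline over the genotypes) or Table 3 (VPA against saline in WT mice) differed. They were compared by probeset and without their direction, and single folds were apart. Most probesets of Table 2 carry here the symbol of another gene of that table, so agreement by probeset there is not agreement by gene. The paper gives 1.59 for 10454353 as S100a10, where the fold here was 1.22. In the annotation used here that probeset is Mocos. S100a10 is 10493995 there, with a fold of 1.32 over the genotypes, 1.21 in WT, 1.19 in HZ and 1.61 in KO mice. By symbol, folds within KO mice were near the paper's for Fam83f (1.45), Gpr39 (1.36), Mocos (1.30) and Foxk2 (1.25), as for S100a10. Those within HZ mice were near it for Pcna (1.47 and 1.46) and Efhd2 (1.46). Tbc1d19 (1.39) and E130311K13Rik (1.31) in KO mice were farther apart. Over the genotypes all these folds were lower, such as 1.29 for Fam83f and 1.32 for Efhd2. The genotype was picked for each gene after seeing the values. For Table 3, folds within KO mice differed for 3 of 9 genes, as did differences between HZ and WT mice. Folds within HZ mice differed for 0 of 9. Nfil3 and Nr1d2 were closer to the paper's in HZ (2.18 and 2.05) than in WT mice (1.91 and 1.84). Ppard was closer in WT (2.14) than in HZ mice (1.61), so this measure does not settle which genotype those folds come from.

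P-values differed for all 41 genes of Table 1 compared, where those here come from limma's F test of the 3 genotypes over all 48 arrays and all pass the threshold of the study for p. In units of 1e-04 the paper gives 3.81 for Cyp2b13 against 0.00116, 1.07 for Hao2 against 0.000555, 7.17 for Pnpla3 against 0.393, 4.10 for Cyp17a1 against 0.00643, 1.19 for Acot3 against 6.44e-05 and 7.39 for Mt1 against 0.0631. With 1e-04 as the unit, it gives 7.42 for Cux2 against 2.37, 3.59 for Rgs16 against 0.00816, 2.81 for Gm6192 against 0.0232, 2.97 for Rsph4a against 0.0777, 1.29 for Abcb1a against 0.000138 and 4.56 for Slco1a4 against 2.29e-06. It further gives, in units of 1e-04, 6.50 for Cyp4a14 against 2.49, 1.68 for Mtnr1a against 0.000111, 1.53 for Slc15a5 against 0.0058, 1.25 for Hsd3b5 against 0.0078, 2.10 for Cyp4a12b against 0.302 and 1.99 for Cyp4a12a against 0.454. Where the unit is 1e-05 the paper lists 6.32 for Sult3a1 against 0.00626, 7.93 for Cyp2a22 against 0.000314, 1.46 for Lepr against 1.08e-05, 6.13 for Cyp2c38 against 0.00279, 1.21 for Cyp8b1 against 4.07e-05 and 1.42 for Ttc39c against 1.83e-06. On a unit of 1e-05 the values of the paper are 2.47 for Neb against 0.00517, 4.58 for Cib3 against 1.05, 2.82 for Fitm1 against 0.00619, 9.25 for Mup21 against 0.0011 and 5.38 for Cml5 against 0.000588. The rest of those in units of 1e-06 are 8.82 for BC014805 against 0.00597, 3.50 for AB056442 against 0.000557, 3.97 for Ppargc1a against 0.00932, 5.25 for Cyp2u1 against 0.00473, 9.12 for Rarres1 against 0.0972 and 2.33 for Alas2 against 0.00145. In the unit 1e-06 it also has 4.13 for Susd4 against 0.0057. For the unit 1e-07 the paper has 9.44 for Fmo2 against 0.0159, 4.37 for Nat8 against 8.50e-05, 3.81 for Cyp7b1 against 0.00166 and 1.06 for Elovl3 against 0.000128. In units of 1e-15 the paper gives 5.54 for Abhd1 against 4.54e-08. With an F test without moderation, the P of Cyp4a14 (0.000455) was within 1.5 times the paper's, and within saline mice those of Cyp17a1 (0.000432) and Susd4 (4.55e-06) were. With only WT and KO arrays and no moderation those of Rsph4a (0.000439), Rarres1 (9.12e-06), Neb (2.45e-05), Fitm1 (3.15e-05), Alas2 (2.14e-06) and Elovl3 (7.11e-08) were.

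P-values differed for all 10 probesets of Table 2. They were matched by probeset, and 9 of these carry here the symbol of another gene of that table. By symbol those pairs are thus of different genes, and P-values were not compared by symbol. By probeset, in units of 1e-04 the paper gives 1.81 for 10454353 against 0.000295, 2.87 for 10425421 against 0.00204, 1.60 for 10493995 against 0.00438, 9.94 for 10518069 against 0.000462, 3.52 for 10383545 against 0.0138 and 6.38 for 10487930 against 0.0911. With 1e-04 as the unit, it gives 4.74 for 10349401 against 0.0467 and 9.13 for 10498477 against 0.135. It further gives, in units of 1e-05, 4.38 for 10461391 against 0.483 and 5.10 for 10521927 against 0.659. Without moderation, 10425421 in KO mice (0.000346) and 10498477 in HZ mice (0.0011) came within 1.5 times the paper's. For Table 3, in units of 1e-03 the paper gives 2.1 for Nfil3 against 0.049 and 1.3 for Fam38b against 4.89. With 1e-04 as the unit, it gives 1.1 for Ppard against 4.45 and 5.6 for Nr1d2 against 0.0868. Each value is given first for the paper and then as computed here. Of the 9 genes 2 were within 1.5 times the paper's, and 4, Ppard among them, were farther apart but with the paper's value inside the range over the 48 fits that leave out 1 array. For Ppard neither alternative came within 1.5 times. These gave 0.000692 without moderation over all arrays and 0.000669 with only WT and KO arrays and no moderation. With only WT and KO arrays and no moderation Nfil3 came within it (0.00219), and 8 of the 9 genes of Table 3 passed the threshold of the study, against 5 with limma over all arrays and 6 without moderation. The versions tried numbered 4 for Table 1, 6 for Table 2 and 3 for Table 3, besides trials with tests of 2 groups with equal and unequal variances.

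At the stated thresholds the paper gives 19 genes lower in KO mice, against 39 probesets here, 37 without moderation, 38 after the filter on dim probesets, 37 with only WT and KO arrays and 25 with 1 gene symbol per probeset, the last within 1.5 times. It gives 10 genes regulated by VPA, against 1644 here, and 9 genes with an interaction, against 362. Among the alternatives set before the data were examined, the lowest counts for these were 256 and 42, with only WT and KO arrays. With the clock index as a covariate, chosen after seeing the values, they were 45 and 136.

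Of the 10 probesets of Table 2, 9 carry in the annotation used here the symbol of another gene of the same table, and Efhd2 alone carries its own. The probesets 10533401 and 10465740, given as Cux2 and Gm6192, carry no symbol there. Efhd2 and Foxk2 (10383545) were lower with VPA, by -0.40 and -0.23, where the heading of the table does not give a direction. The text of the paper states that VPA did not change Sult3a1 and the legend of Figure 3 that VPA lowered it, and here the difference of -0.31 did not pass the test. The text gives a lowering of Lepr by VPA from a two-way test of that gene. Here the two-way F test without moderation gave F = 8.21 (unadjusted p = 0.00647) for VPA, close to the paper's values. Over all probesets this lowering missed the adjusted p at 0.0523. It passed with 1 gene symbol, with the filter on dim probesets and with 1 probeset per gene. The text also gives a lowering of Fmo2 in all genotypes, which here did not pass in KO mice (exact permutation test, p = 0.156).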

Other observations

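The comparisons of groups given saline other than KO against WT were chosen after the data had been seen. The values that follow are for HZ mice given saline against WT mice given saline. Of 20 clock genes 6 rose and 2 fell (12 and 2 when adjusted over the list alone; adjusted p = 5.6e-06 from limma's camera, and adjusted p = 0.0831 with an estimated correlation), with Dbp above by 1.12 in all 8 HZ mice (exact permutation test, p = 0.000155) and Clock below by -0.68 in all 8. Of 9 endothelial markers 1 fell and none rose (8 lower when adjusted over the list alone; adjusted p = 0.0236 with an estimated correlation), and of 11 stellate cell markers 1 fell (adjusted p = 0.0107 with an estimated correlation). With VPA in HZ mice 7 of 9 endothelial markers rose (adjusted p = 0.0458 with an estimated correlation), as did 9 of 12 Kupffer cell markers (adjusted p = 0.154 with an estimated correlation). The difference between HZ and WT mice in the VPA effect passed for the stellate cell markers with an estimated correlation (adjusted p = 0.0155) and not for the endothelial markers (adjusted p = 0.0605 with an estimated correlation). In all, 108 probesets differed between HZ and WT mice given saline.

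In KO mice no gene of cholesterol synthesis and no target of the drug receptors CAR and PXR passed with VPA over all probesets in limma. Of 20 genes of cholesterol synthesis all 20 were higher with VPA, with a median of 0.35 (12 higher when adjusted over the list alone; adjusted p = 2.8e-16, and adjusted p = 0.0952 with an estimated correlation). Of 21 CAR and PXR targets 7 rose and 1 fell when adjusted over the list alone (adjusted p = 0.0248 with an estimated correlation), and the difference between KO and WT mice in this response passed (adjusted p = 0.0249 with an estimated correlation). The receptor gene Ppara was lower with VPA in WT by -0.40 (exact permutation test, p = 0.00357, adjusted 0.00953 over the 8 comparisons) and in HZ mice by -0.58 (exact permutation test, p = 0.000155), and in KO mice the difference was -0.08 (exact permutation test, p = 0.402). Pdk1, named by the paper as a target of Ppard, did not change detectably with VPA in WT (0.05, exact permutation test, p = 0.621), HZ (-0.25, exact permutation test, p = 0.131) or KO mice (-0.03, exact permutation test, p = 0.854), and was higher in KO than in WT mice over both treatments by 0.43 (adjusted p = 0.00363 from limma), by 0.47 in saline (exact permutation test, p = 0.0101, adjusted 0.0404) and by 0.40 in VPA mice (exact permutation test, p = 0.000622, adjusted 0.00497). Pparg did not change detectably with VPA in WT (-0.0024, exact permutation test, p = 0.990), HZ (-0.24, exact permutation test, p = 0.271) or KO mice (0.07, exact permutation test, p = 0.643). These 3 genes were chosen after their values were seen. With group means removed, Ppard followed the clock index with Pearson's r of 0.357 (permutation p = 0.0064), Spearman's rho of 0.334 (permutation p = 0.024), and r of 0.346 without the 2 mice farthest from the median of the index.

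Other lists gave the following in KO against WT mice. Of 30 genes of the endoplasmic reticulum stress response, the compartment that holds wolframin, 3 fell and none rose (1 higher and 8 lower when adjusted over the list alone; adjusted p = 2.1e-05, and adjusted p = 0.132 with an estimated correlation), with Asns lower by -1.21, Sdf2l1 by -0.64 and Pdia4 by -0.25. For the other lists the counts when adjusted over the list alone are in brackets. Of 22 bile acid genes 5 rose and 6 fell (7 and 7), of 14 of gluconeogenesis 1 and 1 (3 and 1), of 21 CAR and PXR targets 5 and 1 (7 and 4; adjusted p = 0.0351, and adjusted p = 0.194 with an estimated correlation), of 13 of the growth hormone axis 1 and 2 (4 and 3), of 24 of the acute phase 3 and 0 (3 and 1), of 10 immediate early genes 1 and 0 (1 and 0; adjusted p = 0.00229, and adjusted p = 0.117 with an estimated correlation), of 12 p53 targets 0 and 1 (0 and 1), and of 26 of DNA replication none. Of the cell types, 1 marker fell in each of periportal hepatocytes, lymphocytes (Cd4 by -0.35), erythroid cells (Alas2; adjusted p = 0.0337 with an estimated correlation), cholangiocytes (Sox9) and pancreas (Cela1), and no marker passed in pericentral hepatocytes, Kupffer cells, neutrophils, stellate cells, endothelium, adipocytes or muscle.

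With VPA, 4 of 26 genes of DNA replication rose and none fell (5 when adjusted over the list alone; adjusted p = 0.000189, and adjusted p = 0.553 with an estimated correlation), Mcm7 by 0.26 in 21 of 24 mice and Rrm1 by 0.30. Of 14 genes of gluconeogenesis 1 rose and 5 fell, Pck1 by -0.72 in 21 of 24 mice. In brackets as for KO mice, of 28 PPAR targets 2 rose and 5 fell (3 and 5), of 30 stress response genes 3 and 1 (3 and 1; adjusted p = 0.0466), of 19 of fatty acid synthesis 2 and 2 (4 and 3), of 20 of cholesterol synthesis 1 and 0 (0 and 0; adjusted p = 0.0109), of 22 bile acid genes 1 and 5 (2 and 8), of 21 CAR and PXR targets 1 and 2 (1 and 2), of 13 of the growth hormone axis 2 and 0 (2 and 0), of 12 p53 targets 1 and 0 (1 and 0), of 24 of the acute phase 3 and 0 (3 and 0; adjusted p = 0.0139) and of 10 immediate early genes 1 and 0 (1 and 0). Of male-biased genes 1 of 13 inside Table 1 rose (adjusted p = 0.0109) and none of 16 outside it changed, and of female-biased genes 2 of 8 inside fell and 1 of 15 outside rose and 1 fell. Of markers, 3 of 9 of pericentral (4 when adjusted over the list alone; adjusted p = 0.0145) and 1 of 6 of periportal hepatocytes fell, 1 of 3 erythroid markers fell, 1 of 6 neutrophil markers rose, 2 of 11 stellate cell markers rose and 1 fell, 1 of 5 cholangiocyte markers rose and 2 fell, and none of lymphocytes, pancreas, adipocytes or muscle passed. Of these lists, those with an adjusted p given had adjusted p = 0.553 with an estimated correlation.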
